# Comparative transcriptomic profiling of peripheral efferent and afferent nerve fibres at different developmental stages in mice

**DOI:** 10.1038/s41598-018-30463-0

**Published:** 2018-08-10

**Authors:** Hongkui Wang, Youlang Zhou, Meng Cong, Li Zhang, Xiaosong Gu, Xin Tang

## Abstract

Peripheral nerve injury impairs motor and sensory function in humans, and its functional recovery largely depends on the axonal outgrowth required for the accurate reinnervation of appropriate targets. To better understand how motor and sensory nerve fibres select their terminal pathways, an unbiased cDNA microarray analysis was conducted to examine differential gene expression patterns in peripheral efferent and afferent fibres at different developmental stages in mice. Gene ontology (GO) and Kyoto Enrichment of Genes and Genomes (KEGG) analyses revealed common and distinct features of enrichment for differentially expressed genes during motor and sensory nerve fibre development. Ingenuity Pathway Analysis (IPA) further indicated that the key differentially expressed genes were associated with trans-synaptic neurexin-neuroligin signalling components and a variety of gamma-aminobutyric acid (GABA) receptors. The aim of this study was to generate a framework of gene networks regulated during motor and sensory neuron differentiation/maturation. These data may provide new clues regarding the underlying cellular and molecular mechanisms that determine the intrinsic capacity of neurons to regenerate after peripheral nerve injury. Our findings may thus facilitate further development of a potential intervention to manipulate the therapeutic efficiency of peripheral nerve repair in the clinic.

## Introduction

Injured axons in the adult mammalian peripheral nervous system (PNS), unlike those in the central nervous system (CNS), were considered to have the intrinsic ability to initiate regeneration in the appropriate context^1–4^. However, numerous studies have indicated that this endogenous regenerative capacity is still limited since functional recovery is usually poor in the context of complete axonal transection with relatively large gap distances^5^. Peripheral nerve injury has a deleterious impact on daily life, as it significantly impairs motor and sensory function in patients. Therefore, a better understanding of how efferent and afferent nerve fibres select their terminal pathways, and further, how proximal axonal sprouts reach and reinnervate their topographically appropriate targets^6^, is of fundamental interest to both clinical and basic neuroscientists^7–9^.

Generally, functional recovery after peripheral nerve injury largely depends on the accuracy of axonal pathfinding and the efficiency of reinnervation of distal target organs^10,11^. A central issue in neural regeneration is the manner in which various neurons reestablish their distinct and predictable phenotypes by forming functionally appropriate synaptic connections^10^. Previous studies have indicated that regenerating motor axons are guided through the motor pathways to reestablish nerve-muscle contact in a process termed ‘preferential motor reinnervation’^12,13^. However, the molecular mechanism underlying this phenomenon is not yet fully understood^14,15^.

The sciatic nerve is the largest single nerve in humans. The rodent sciatic nerve injury model is the most commonly used model for studying peripheral nerve regeneration. The spinal segments associated with the sciatic nerve correspond to the lumbar dorsal root ganglia (L4-L6 DRGs)^16,17^. Efferent nerve fibres are axons originating from motor neurons, while afferent nerve fibres are processes extending from sensory neurons. In the spinal cord, motor neuron cell bodies are present in the ventral horn of the grey matter, and receive inputs from interneurons transmitting signals via sensory integration feedback^18^. Efferent nerve fibres conduct signals away from the CNS to their target peripheral organs, and form neuromuscular junctions with innervated muscles. Unlike motor neuron somas, sensory neuron somas are located in the DRGs of the PNS. Axonal processes from groups of afferent neuron somas extend in two opposite directions: the peripheral branch runs into the spinal nerve to innervate the peripheral target organs, while the central branch runs to the dorsal horn of the spinal cord, ultimately conveying sensory information from the PNS to the CNS^19^. During the development of selective sensory-motor circuits, fundamental biological processes, such as axon guidance, selective target reinnervation, and synaptic plasticity in neural networks, must be regulated properly to establish the appropriate neural circuits^20^.

In the present study, an unbiased cDNA microarray analysis was performed to examine differential gene expression patterns in both efferent and afferent nerve fibres at different developmental stages in mice. The detection window was from the postnatal day 0 (P0) to 5 weeks (5 W), as the de novo axonal sprouting and synaptic formation and remodelling during the regenerative processes is analogous with those in the early developmental stages^2,21^. The aim of this study was to provide a framework for the integrated analysis of gene regulatory networks during peripheral motor and sensory neuronal differentiation/maturation. We also aimed to further elucidate the biological processes and molecular mechanisms underlying the activation of the intrinsic neuronal regenerative capacity after peripheral nerve injury. These data provide new insights for the development of potential interventions designed to manipulate the therapeutic efficiency of peripheral nerve repair in the clinic.

## Results

### Tissue Collection Process and Microarray Data Quality Assessment

We performed cDNA microarray analysis using RNA samples extracted from efferent and afferent nerve fibres originating from the L4–L6 segments of the spinal cord. 

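Total RNA from the ventral root (EN, efferent) and dorsal root (AN, afferent) nerve fibres was labelled with Cyanine-3 and hybridized to Agilent 8 × 60K mouse gene expression arrays, which measure 1 labelled sample per array. The paper states that 9 animals were used per time point, of both sexes, that the fibres were collected into 8 tubes, 1 for each of the 8 groups, and that each group came from 3 independent experiments. There were 3 arrays in each of the 8 groups formed by nerve fibre and time point (P0, 1 W, 3 W and 5 W), 24 arrays in all, and their number limits the precision of every value. Each array held 59305 gene spots for 56605 gene probes beside 3671 control spots. The median signal of an array lay between 45.4 and 191, its median local background between 23 and 46, and between 55.1% and 71.7% of its gene spots were well above background. No spot was saturated, and between 47 and 179 spots per array were marked as outliers by the scanner software. The arrays were printed on 4 slides and scanned in 3 batches. Slide 1 held replicate 1 of both nerve fibres at P0 and 1 W, slide 2 replicate 2 at 1 W and replicate 1 at 5 W, slide 3 replicates 2 and 3 at P0, replicate 3 at 1 W and replicate 2 at 5 W, and slide 4 all 6 arrays at 3 W and replicate 3 at 5 W. The AN and EN arrays of a replicate number therefore always shared a slide, whereas 3 W was measured on 1 slide only. The authors deposited the scanner's background-subtracted signal of every spot and a table of log2 values that they had quantile normalized. The background-subtracted signal was used here. Outlier spots were left out, spots of the same probe were averaged, and the log2 signal was quantile normalized over all gene probes. Before normalization and with outlier spots kept, the log2 signal of each array was compared with the authors' deposited columns across probes. It correlated with the column of its own array with r between 0.9955 and 0.9999, and with that of any other array at 0.9901 at most. Probes are not independent replicates. The 36409 probes (64.32%) that were well above background on all 3 arrays of at least 1 group were tested, and 30055 of them carried the symbol of 1 of 17730 genes. All 8 groups were fitted together with limma, with 16 residual degrees of freedom that its moderation raised to 18.38. A log2 fold change between the nerve fibres is AN minus EN, so that a positive value means a higher signal in the afferent nerve fibres, and a change during development is the later stage minus P0. A probe was called differentially expressed at p < 0.05 without adjustment and a fold change above 2, where the paper's methods give the same 2 thresholds and leave open whether p was adjusted. Adjusted p values are Benjamini-Hochberg values from limma over all tested probes. A signal that was not well above background on any array of a group gives only a lower bound on the fold change, measured from the lowest signal that still was above background on those arrays. For genes with several probes, the tested probe with the highest mean signal was used. Positions are those of the probes on mm9, as annotated by the array's header. Standard deviations (SD) and means are given for n = 3 arrays per group in log2 units unless stated otherwise.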

The dissection range is illustrated using circles in the spinal cord diagram (Fig. 1A). At different developmental stages (P0, 1 week [1 W], 3 weeks [3 W], and 5 weeks [5 W]), the efferent and afferent nerve fibres (also known as the ventral and dorsal root fibres, respectively) were carefully dissected and collected using an anatomy microscope.

**Figure 1:**
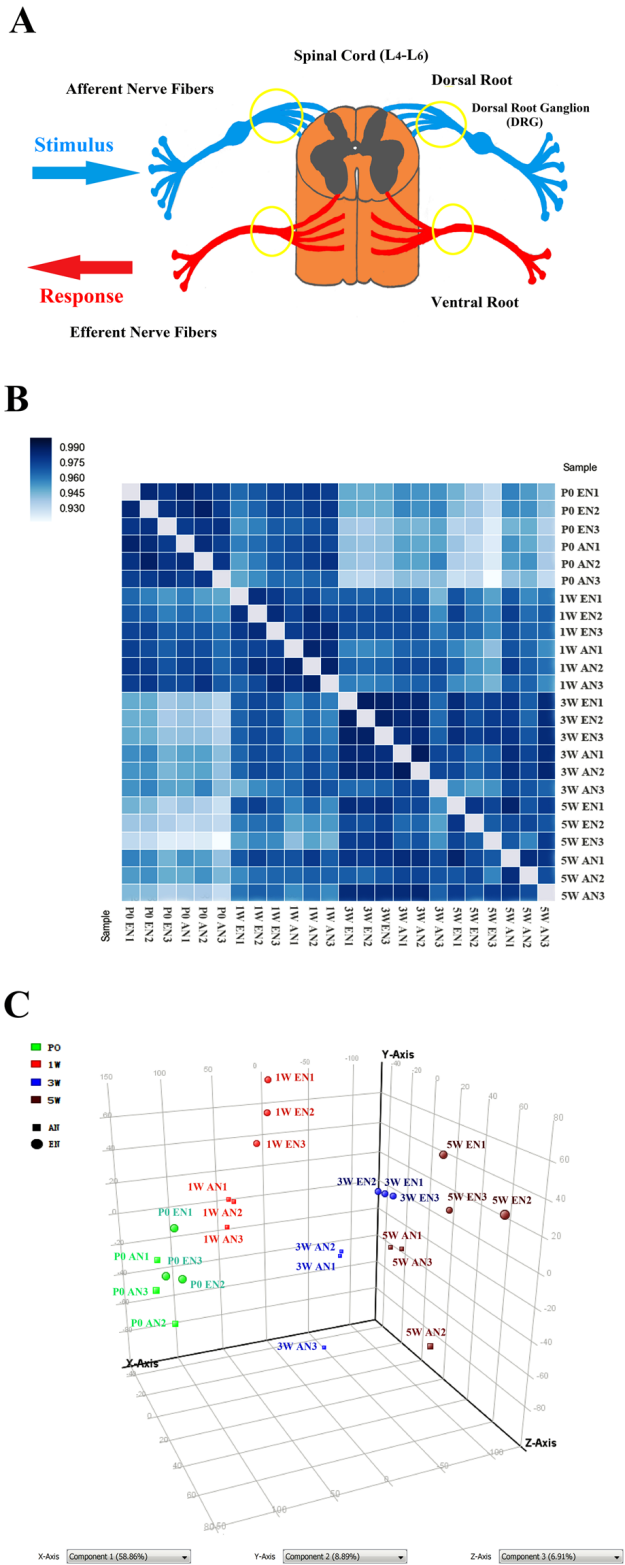
Schematic diagram illustrating tissue collection and microarray data quality assessment. Tissues were dissected from the areas highlighted using circles in the diagram, which contain peripheral nerve fibres extending from the spinal cord (**A**). Sample correlation matrices (**B**) and three-dimensional principal component analysis plot (**C**) demonstrating a reasonable clustering of the 24 samples (8 groups in triplicate).

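Over the 36409 tested probes, log2 signals of arrays from the same group correlated with a mean Pearson r of 0.980 ± 0.0112 (SD over 24 pairs of arrays, range 0.958 to 0.994). These correlations run across probes, which are not independent replicates. The mean r was 0.970 between an afferent and an efferent array of the same time point (36 pairs) and 0.934 between arrays of different time points (216 pairs, range 0.857 to 0.981). Average-linkage clustering on 1 − r was divided into 4 sets. The first held all 6 arrays at P0 and the second all 6 at 1 W, the third held every array at 3 W and 5 W except AN replicate 3 at 3 W, and that array formed the fourth set alone. AN replicate 3 at 3 W correlated with the other afferent arrays of its time point at r = 0.960 and 0.963. Each of the 6 arrays at P0 was closest to the array of the other nerve fibre with the same replicate number (r between 0.986 and 0.992). At 5 W, AN replicate 3 and EN replicate 3 were closest to EN replicate 3 at 3 W, which lay on the same slide (r = 0.981 and 0.975), although their mean r with the 3 W arrays of their own nerve fibre (0.96857 and 0.97272) was lower than that of replicate 1 on another slide (0.96935 and 0.97912). Without the filter on dim probes, the mean r between different time points was 0.960.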

The sample correlation matrices indicated that all the 24 samples (8 groups in triplicate) could be approximately clustered into four sets corresponding to the four experimental time points (Fig. 1B). Additionally, the three-dimensional principal component analysis (PCA) plot indicates that the samples could be generally classified based on the time points and the category of efferent vs. afferent nerve fibre (Fig. 1C).

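The first principal component of the probe-centred log2 signals held 52.643% of the variance over the 24 arrays (jackknife standard error 5.717), the second 11.072% (3.47) and the third 6.896% (0.717). With each array left out in turn, the share of the first component stayed between 50.962% and 55.456%. Differences between the 4 time points made up 92.2% of the variance of the array scores along the first component, and differences between the nerve fibres 4.52%. Along the second component, nerve fibres accounted for 46.6% and time points for 22.8%. Along the third, time points accounted for 61.9% and nerve fibres for 10.9%. The share of the first component moved most without the filter on dim probes, to 41.232%.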

### General Overview of Differentially Expressed Genes in Efferent and Afferent Nerve Fibres at Different Developmental Stages

The histograms in Fig. 2A show the results of the differential expression analysis in efferent vs. afferent nerve fibres at different time points. These data indicate that the maximum differential expression occurred at 1 W. This implies that the time period from P0 to 1 W is the time window for motor and sensory neuronal cell fate determination. 

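At P0, 403 of the tested probes were called differentially expressed between afferent and efferent nerve fibres, 123 of them higher in AN and 280 lower. At 1 W there were 1783 (1513 higher, 270 lower), at 3 W 2059 (1523 higher, 536 lower) and at 5 W 2040 (1544 higher, 496 lower). The share of called probes that were higher in AN was 30.5% at P0, 84.9% at 1 W, 73.97% at 3 W and 75.7% at 5 W. With the adjusted p below 0.05 in place of the unadjusted one, 119, 1018, 1140 and 1217 probes were called at the 4 time points in turn. Background correction by normexp lowered the count at P0 to 126, and the restriction to probes above background on all 24 arrays lowered that at 1 W to 781. At P0 the count rose to 868 without the filter on dim probes and to 747 without AN replicate 1. At P0, the largest rise belonged to Prss56 (mm9 chr1:89084827–89084886), with a log2 fold change of 3.73 (standard error 0.52, adjusted p = 0.00283). A probe of Unc13c (A_52_P530066) was higher in AN by 2.37 (adjusted p = 0.00071), and 4933439C10Rik by at least 1.23-fold (adjusted p = 0.0174), since its signal in EN was not above background. The largest falls were Gm32352 (−2.94, adjusted p = 0.0176), above background on 1 AN and 2 EN arrays, Gm4827 (−2.27, adjusted p = 0.00162) and Abca12 (−2.13, adjusted p = 0.0102), above background on 2 AN arrays. At 1 W, Avil (mm9 chr10:126453541–126454065) was higher in AN by at least 41.14-fold (adjusted p = 0.00415), being above background on no EN array at this probe. Tac1 was higher by 5.50 (adjusted p = 0.00564), with a signal above background on 2 EN arrays, and Calca by 5.36 (adjusted p = 0.0132). Uts2 was lower in AN at 1 W by 3.69 (adjusted p = 0.0116) and Sds by 2.89 (adjusted p = 0.00517), each above background on 1 AN array, and Pgc was lower by at least 1.93-fold (adjusted p = 0.00138).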

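Of the 1783 probes called at 1 W, 576 were called at no other time point. At 1 W and 3 W, 1095 probes were called in common, at 1 W and 5 W 825, and at P0 and 1 W 54. A total of 729 probes were called at each of 1 W, 3 W and 5 W, 724 of them in the same direction throughout, and 25 were called at all 4 time points. The AN-EN difference was tested for a change since P0 with limma interaction contrasts, and 1375 probes passed the same thresholds at 1 W (1068 with a larger and 307 with a smaller value of AN minus EN than at P0), 1494 at 3 W and 1681 at 5 W. After adjustment, 23 of these remained at 1 W, 193 at 3 W and 345 at 5 W. With replicate number as a block, 159, 673 and 1008 remained. From 1 W to 3 W, the difference changed at 544 probes (12 after adjustment), and from 3 W to 5 W at 264 (0 after adjustment). With replicate number as a block, 70 and 1 remained after adjustment. Without AN replicate 3 at 3 W, 1444 probes changed from 1 W to 3 W (222 after adjustment), and with array quality weights 1796 (729). From 3 W to 5 W, 713 changed without EN replicate 1 at 5 W (0 after adjustment).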

The differential gene expression declined with time during the postnatal period from 1 W through 5 W.

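The number of called probes was largest at 3 W and differed little between 3 W and 5 W. Which time point had the largest count depended on the arrays and on the model. When the 6 arrays of a time point were fitted alone, 1782 probes were called at 1 W, 1745 at 3 W and 1724 at 5 W. With array quality weights, the counts were 2009, 1853 and 1883, and AN replicate 3 at 3 W had a weight of 0.226. Without this array, 1551 probes were called at 3 W. Without replicate 3 of every group, 2007 were called at 1 W, 1589 at 3 W and 2427 at 5 W. With 1 array left out at a time, the count ranged from 396 to 747 at P0, from 1573 to 2109 at 1 W, from 1551 to 2605 at 3 W and from 1769 to 2691 at 5 W, and those after P0 overlapped. By fitted value, the largest rises at 3 W were Serpinb1b, higher in AN by at least 16.05-fold (adjusted p = 0.00042), Sytl3 (A_66_P121847, mm9 chr17:6942330–6942389), with a log2 fold change of 4.79 (standard error 0.26, adjusted p = 3.56e-09), and Cpne4, higher by at least 10.6-fold (adjusted p = 0.00984). The largest falls at 3 W were Uts2 (−3.68, adjusted p = 0.00994, above background on 1 AN array), Vwa5b2 (−3.002, adjusted p = 8.94e-08) and Cyp2j13 (−2.76, adjusted p = 0.000547). At 5 W, Tac2 (4.41, adjusted p = 0.00137) and Serpinb1b (4.40, adjusted p = 0.00198, above background on 1 EN array) were higher in AN, and Npy by at least 7.02-fold (adjusted p = 8.45e-05). Uts2 (−5.20, adjusted p = 0.000516), Vwa5b2 (−2.95, adjusted p = 6.84e-08) and Mcf2 (−2.70, adjusted p = 0.000821) fell most at 5 W. Uts2 and Mcf2 were above background on 2 AN arrays each. From the maximum that it places at 1 W, the paper proposes that the time from P0 to 1 W is the window in which the fate of motor and sensory neurons is determined.

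**Figure D1:**
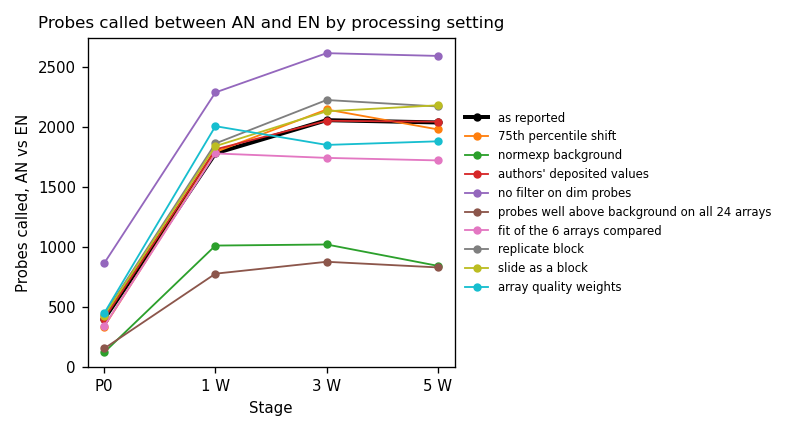
Probes called between AN and EN (vertical axis, number of probes) at P0, 1 W, 3 W and 5 W (horizontal axis), with 1 line for each way of processing the arrays and the values reported in the text in black. Every line rises from P0 to 1 W, and the lines differ on whether the count is largest at 1 W, 3 W or 5 W.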

**Figure 2:**
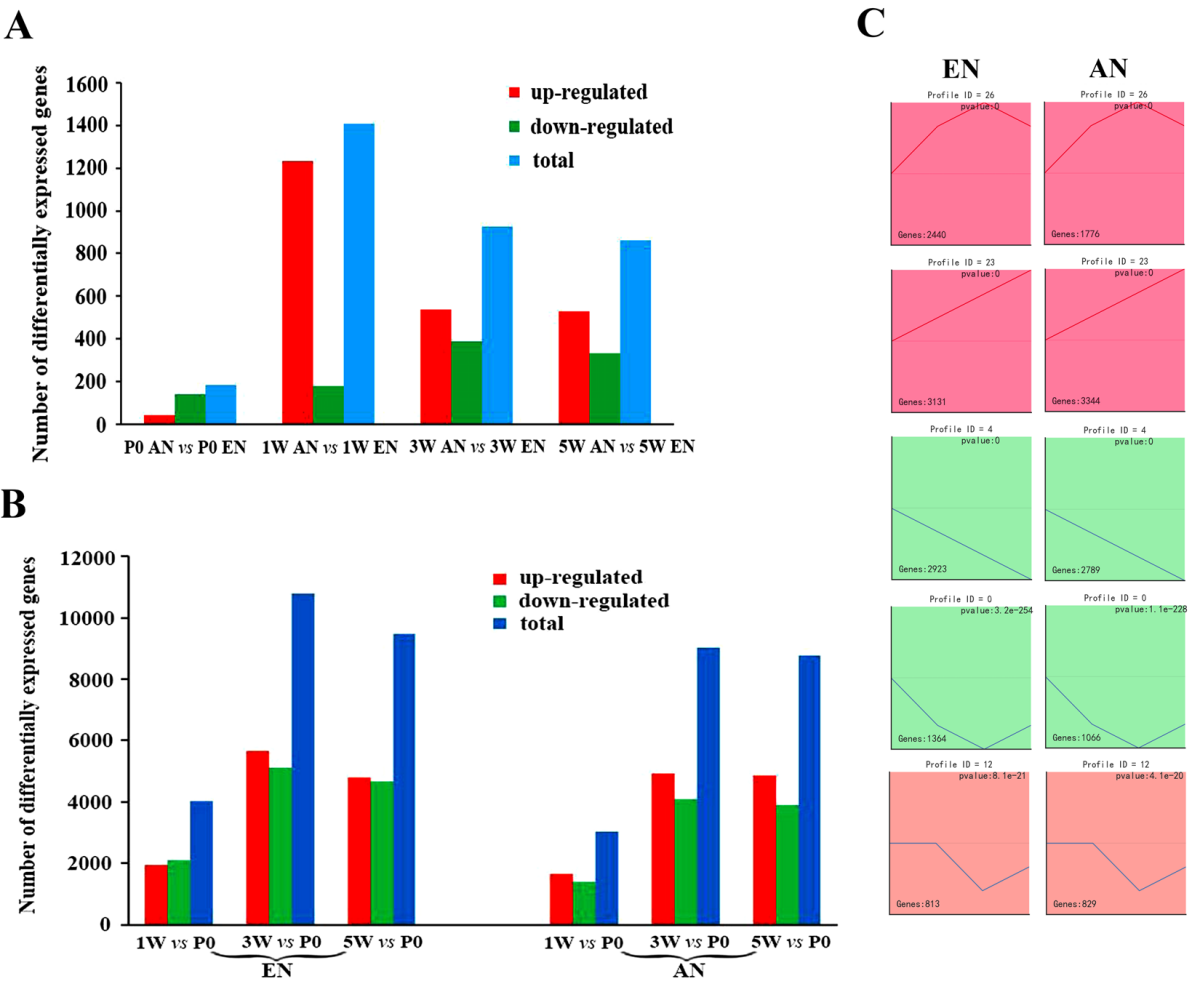
General overview of differentially expressed genes in efferent and afferent nerve fibres during development. Histogram (**A**) showing a comparison of differentially expressed genes between efferent and afferent nerve fibres at different developmental stages (postnatal day 0 [P0], 1 week [1 W], 3 weeks [3 W], and 5 weeks [5 W]). Histogram (**B**) showing the number of genes differentially expressed in the efferent or afferent nerve fibres throughout development (up-regulated in red, down-regulated in green, and total number in blue). Five distinct expression patterns in the efferent and afferent nerve fibres during development are shown for comparison (**C**).

Figure 2B indicates that very large numbers of genes were differentially expressed in the efferent and afferent nerve fibres throughout development. It is noteworthy that both types of nerve fibres displayed the maximum number of differentially expressed genes at the 3 W time point.

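Against P0, 4920 probes were called in the efferent nerve fibres at 1 W (2507 up, 2413 down), 11455 at 3 W (6038 up, 5417 down) and 11212 at 5 W (5747 up, 5465 down). For the afferent nerve fibres, 3747 were called at 1 W (2112 up, 1635 down), 10485 at 3 W (5645 up, 4840 down) and 10540 at 5 W (5698 up, 4842 down). After adjustment of p, 4361, 11133 and 10922 probes remained in EN and 3127, 10146 and 10146 in AN. The restriction to probes above background on all 24 arrays moved the counts at 1 W most in EN, to 2405, and background correction by normexp did so in AN, to 1665. More probes were called in EN than in AN at each time point, but the counts at 3 W ranged from 10793 to 11521 in EN and from 9793 to 11431 in AN when 1 array at a time was left out.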

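In the efferent nerve fibres the count was larger at 3 W than at 5 W, and in the afferent nerve fibres it was smaller. Both differences were smaller than the spread with 1 array left out, since the counts at 5 W ranged from 10694 to 11755 in EN and from 9760 to 11372 in AN. In EN the order was reversed by background correction with normexp (6745 at 3 W, 6934 at 5 W), when genes were counted in place of probes (5493 and 5543) and with slide as a block (9588 and 10654). In AN the count was larger at 3 W when arrays were scaled to their 75th percentile (10314 at 3 W, 10232 at 5 W), with no filter on dim probes (12466 and 12250), when 6 arrays were fitted alone (10356 and 10254) and with array quality weights (11572 and 10404). All arrays at 3 W lay on slide 4, with none at P0, so that with slide as a block the comparison of 3 W with P0 rests on the arrays of 5 W that link the slides. A log2 fold change above 1 in size, without a test, was found in EN at 11864 probes at 3 W and 11706 at 5 W, and with slide as a block at 10799 and 11103.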

The temporal expression profiles of the significantly differentially expressed genes in efferent and afferent nerve fibres were visualized using Short Time-series Expression Miner (STEM) software. A comparison of the five distinct expression patterns of the genes differentially expressed between the efferent and afferent nerve fibres is presented in Fig. 2C. The total numbers of differentially expressed genes in the efferent and afferent nerve fibres were 12,897 and 11,817, respectively. Of these genes, 2,440 genes in efferent nerve fibres and 1,776 genes in afferent nerve fibres were first up-regulated and reached a peak in expression at 3 W. The expression levels of these genes then recovered at 5 W following an inverted U-shaped curve. Additionally, 3,131 genes in the efferent nerve fibres and 3,344 genes in afferent nerve fibres were linearly up-regulated at all experimental time points; 2,923 genes in the efferent nerve fibres and 2,789 genes in afferent nerve fibres were linearly down-regulated during development. Moreover, 1,364 genes in the efferent nerve fibres and 1,066 genes in afferent nerve fibres were first down-regulated from P0 to 3 W and then recovered at 5 W following a U-shaped curve. 

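A probe that was called against P0 at 1 W, 3 W or 5 W counted as differentially expressed during development, which held for 14098 probes in the efferent and 13442 in the afferent nerve fibres. Of these, 10744 were called in both. When genes were counted in place of probes, with 1 probe per gene, the totals were 6809 and 6529, the largest decrease of any setting. Without replicate 1, 2 or 3 of every group, the totals were between 13483 and 14311 in EN and between 13198 and 13967 in AN. Each called probe was assigned to the 1 of 27 model profiles that correlated most closely with its mean course, with at most 2 units of change per step, after the rule of the STEM software. Among the 10744 probes called in both nerve fibres, 6556 had the same profile.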

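To profile 26, which rises to 3 W and falls back at 5 W, 2601 probes were assigned in the efferent and 1985 in the afferent nerve fibres. The mean log2 change of these probes since P0 in EN was 1.103 ± 0.605 (SD over probes) at 1 W, 1.74 ± 0.72 at 3 W and 1.42 ± 0.74 at 5 W. In AN it was 1.08 ± 0.66, 1.74 ± 0.76 and 1.45 ± 0.78. Without replicate 1, 2 or 3 of every group, the number was between 2245 and 2611 in EN and between 1546 and 2467 in AN. Of the 2440 probes that the paper reports for EN, 1999 are listed in the part of Table S2 used here, and of the 1776 for AN, all are. For the probes of Table S2 that were tested, the listed log2 changes correlated with those found here with r between 0.999 and 1.000 across 6335 EN and 6112 AN probes.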

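A steady rise (profile 23) was assigned to 3319 probes in the efferent and 3578 in the afferent nerve fibres, with mean log2 changes since P0 of 0.78 ± 0.55 (SD over probes), 1.67 ± 0.90 and 2.00 ± 1.02 at 1 W, 3 W and 5 W in EN and 0.72 ± 0.56, 1.61 ± 0.84 and 1.93 ± 0.96 in AN. A steady fall (profile 4) was assigned to 3125 probes in EN and 3105 in AN. Its mean log2 changes were −0.76 ± 0.63, −1.72 ± 0.93 and −2.16 ± 1.09 in EN and −0.62 ± 0.47, −1.57 ± 0.80 and −2.03 ± 0.98 in AN. The rising profile held between 2771 and 3782 probes in EN and between 2657 and 4065 in AN when 1 of the 3 replicate numbers was left out, and these ranges overlapped. With 50 model profiles, the default of STEM, 1855 probes in EN and 1962 in AN were given to this profile.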

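The U-shaped course (profile 0), which falls to 3 W and recovers at 5 W, was assigned to 1464 probes in the efferent and 1194 in the afferent nerve fibres. In EN the mean log2 change since P0 was −1.68 ± 1.02 (SD over probes) at 1 W, −2.29 ± 1.09 at 3 W and −2.02 ± 1.17 at 5 W. In AN it was −1.12 ± 0.56, −1.73 ± 0.70 and −1.38 ± 0.69. The range with 1 replicate number left out was 1274 to 1523 probes in EN and 1106 to 1363 in AN. Without the filter on dim probes, 1839 probes were assigned to this course in AN.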

Lastly, 813 genes in the efferent nerve fibres and 829 genes in afferent nerve fibres had unchanged expression levels at P0 and 1 W, were down-regulated at 3 W, and were then up-regulated at 5 W (Fig. 2C and Table S2).

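Profile 12, in which the signal stays level until 1 W, falls at 3 W and rises at 5 W, was assigned to 899 probes in the efferent and 965 in the afferent nerve fibres. Its mean log2 change since P0 in EN was −0.28 ± 0.35 (SD over probes) at 1 W, −1.78 ± 0.79 at 3 W and −1.16 ± 0.62 at 5 W. The same means in AN were −0.25 ± 0.33, −1.82 ± 0.78 and −1.12 ± 0.62. With 1 replicate number left out, between 685 and 829 probes were assigned in EN and between 807 and 1268 in AN.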

### Hierarchical Clustering Analysis of Differentially Expressed Genes

Hierarchical clustering analysis was performed on differentially expressed genes in efferent and afferent nerve fibres at each experimental time point. The results were visualized using heat map images. The heat maps indicated that nearly 1/4^th^ of the differentially expressed genes in the efferent and afferent nerve fibres were first up-regulated and then down-regulated, while a little less than 1/3^rd^ of the differentially expressed genes were first down-regulated and then up-regulated at all developmental stages. 

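Of the 14098 probes called during development in the efferent nerve fibres, the 4 group means first rose and then fell in 25.7% and first fell and then rose in 20.0%, while 21.5% rose and 21.6% fell throughout. In the 13442 probes called in the afferent nerve fibres, these shares were 24.1%, 21.5%, 22.6% and 20.7%. For the AN-EN difference at the 3792 probes called between the nerve fibres at any time point, 39.9% first rose and then fell, 19.7% first fell and then rose, 14.8% rose throughout and 4.67% fell throughout. Chance orders of 4 values rise and then fall in 6 of 24 cases (25.0%), fall and then rise equally often, and rise or fall throughout in 1 of 24 (4.17%) each. The share of the AN-EN differences that first rose and then fell was 54.8% after background correction with normexp and 15.8% without replicate 3 of every group. In AN, scaling to the 75th percentile reversed the order of both bent courses, to 20.9% first rising and 26.0% first falling, and with normexp (20.3% and 20.6%) and only the probes above background on all 24 arrays (20.5% and 22.0%) the latter was larger as well.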

The gene expression patterns in the motor and sensory nerve fibres during development are shown in Fig. 3. 

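Per-gene differences between afferent and efferent nerve fibres were set against the 243 entries (238 gene names) of the paper's supplementary list, which gives 1 value per time point. Each entry has an SD of 1.0 over its 4 values and was read as a Z-score over the time points. A tested probe was found for 242 entries, and 224 of 237 genes were called between the nerve fibres at 1 time point or more. Across entries, the listed Z-scores correlated with those of the AN-EN log2 fold change with r = 0.88 at P0, 0.90 at 1 W, 0.81 at 3 W and 0.88 at 5 W. Genes are not independent replicates. Among the entries, 44.9% first rose and then fell, 18.9% first fell and then rose, 15.2% rose throughout and 3.70% fell throughout.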

All the differentially expressed genes involved in efferent and afferent nerve fibre development are listed in Table S3.

**Figure 3:**
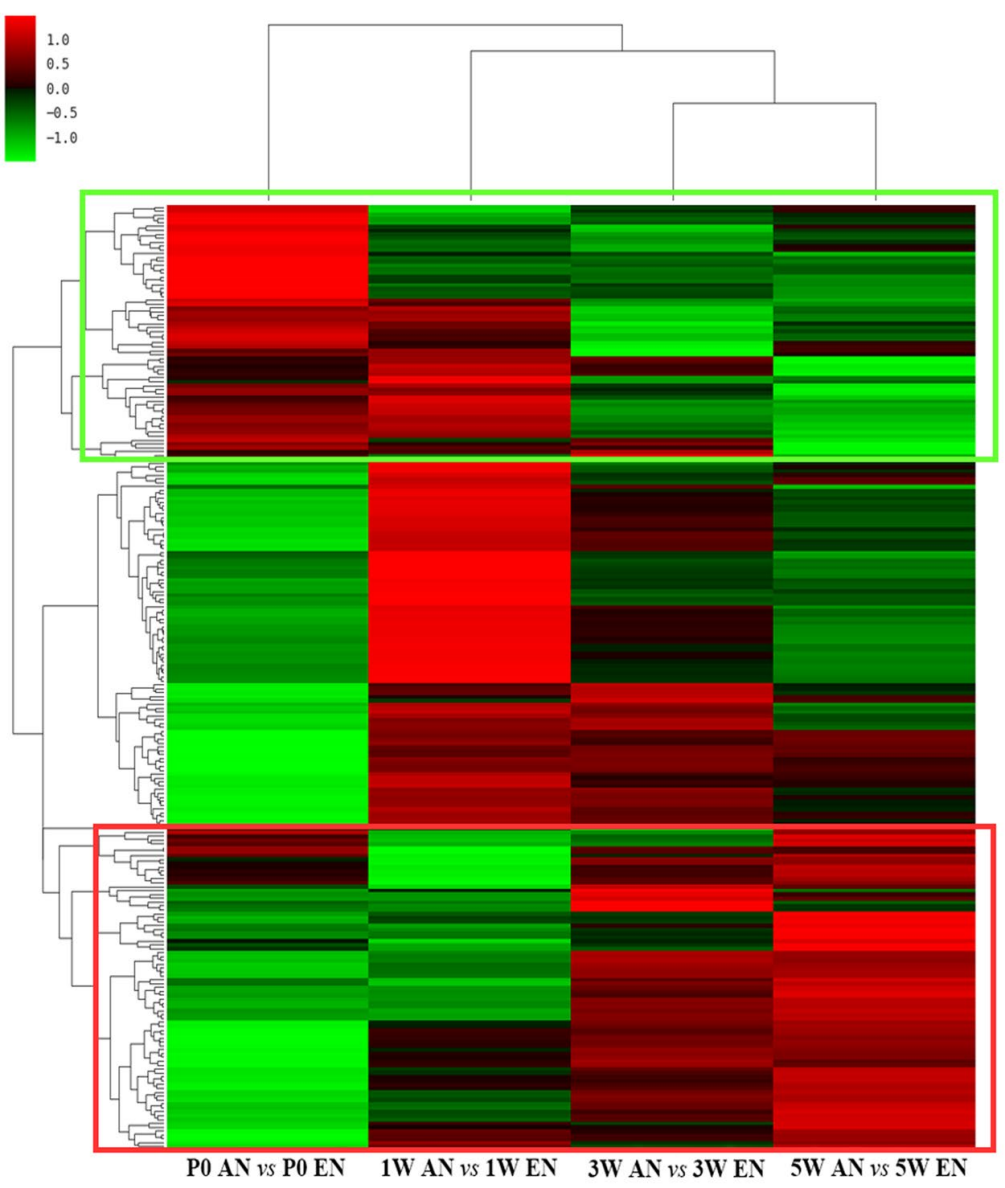
Heat map displaying the hierarchical clustering of differentially expressed genes in efferent and afferent nerve fibres during development. The relative expression level of each gene is indicated by colour intensity. Genes that were generally down-regulated are highlighted in green rectangles, while genes that were generally up-regulated are highlighted in red rectangles.

### GO Analysis of Biological Processes, Cellular Components, and Molecular Functions Involved in Efferent and Afferent Nerve Fibre Development

In order to analyse the patterns of differential gene expression in the efferent and afferent nerve fibres during the different developmental stages, the GO analysis database integrated with DAVID’s toolkit was used to identify the most significant differentially expressed genes associated with neuronal development and outgrowth. There genes were categorised based on the following defined terms: Biological Processes, Cellular Components, and Molecular Functions (Fig. 4).

**Figure 4:**
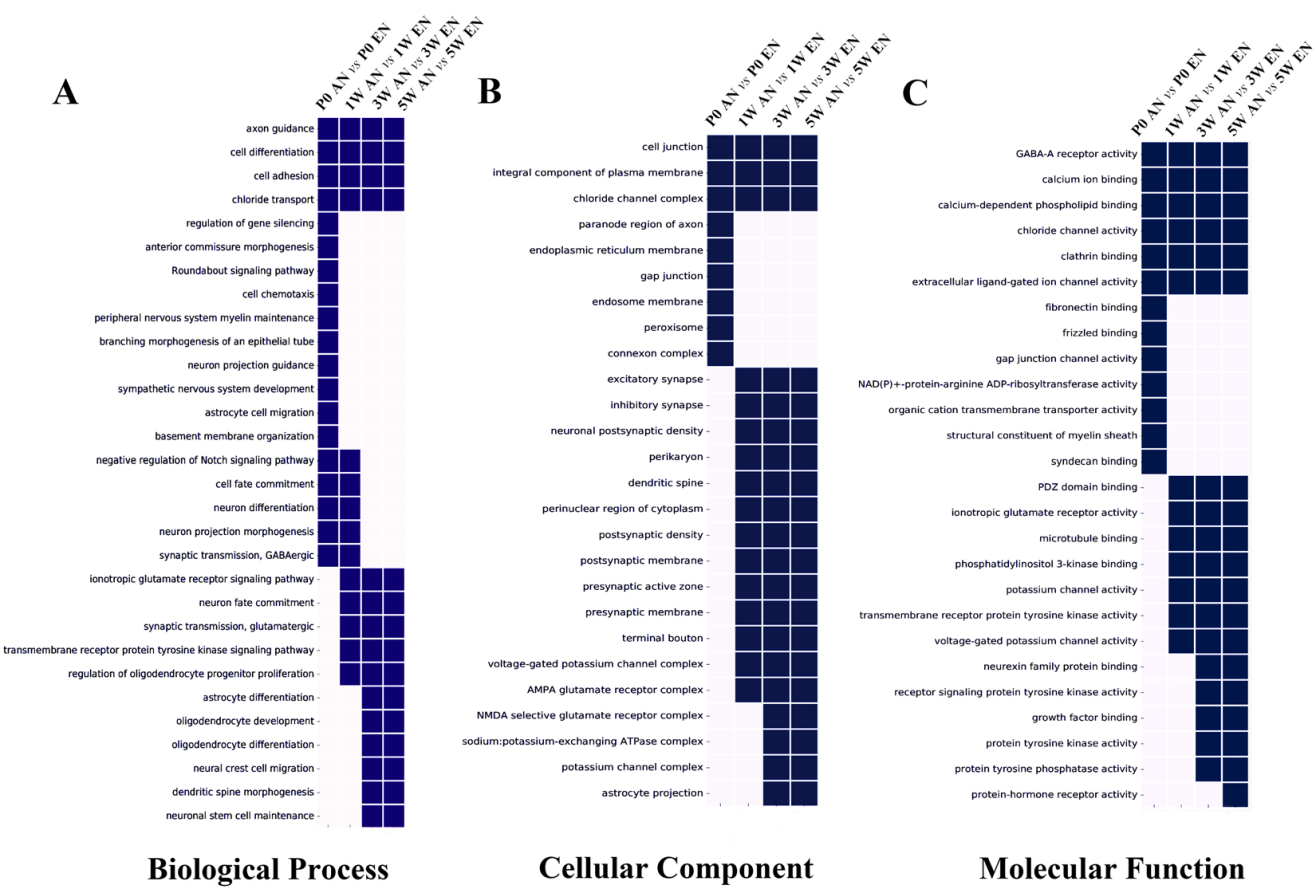
Enriched gene ontology analysis of differentially expressed genes. Comparison of genes differentially expressed between efferent and afferent nerve fibres at different developmental stages (postnatal day 0 [P0], 1 week [1 W], 3 weeks [3 W], and 5 weeks [5 W]), categorized using Biological Processes (**A**), Cellular Components (**B**), and Molecular Functions (**C**). Square with *p* < 0.05 are labelled in blue, while those with *p* > 0.05 are labelled in white.

The enriched subcategories under Biological Processes in the efferent and afferent nerve fibres during development are presented in Fig. 4A. Among them, four biological processes (axon guidance, cell differentiation, cell adhesion, and chloride transport) were differentially expressed in the efferent and afferent nerve fibres at all time points. It is noteworthy that the anterior commissure morphogenesis, roundabout signalling pathway, cell chemotaxis, and neuron projection guidance categories only exhibited significant differential expression at P0. In these categories, there were no statistical differences between the two types of nerve fibres after P0.

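Called genes were counted in 17 gene families listed by symbol in advance, with 1 probe per gene. Fisher's exact test, one-sided for enrichment, set each family against all 17730 genes tested, of which 211 were called between AN and EN at P0, 1127 at 1 W, 1197 at 3 W and 1131 at 5 W. The p values of all 170 tests (17 families in 10 comparisons) were adjusted together after Benjamini and Hochberg, and 53 adjusted p values were below 0.05. Genes of a family can be regulated together, which the test ignores. The restriction to probes above background on all 24 arrays moved the number of adjusted p values below 0.05 most, to 28. Of 68 axon guidance ligands and receptors, 4 were called at P0 (1 higher in AN, 3 lower, adjusted p = 0.0344), 6 at 1 W (adjusted p = 0.414), 8 at 3 W (adjusted p = 0.179) and 11 at 5 W (all higher, adjusted p = 0.0193). When the p values of these genes were adjusted over the list alone, 4, 5, 6 and 10 were called, and when adjusted over all probes tested, 3, 4, 6 and 9. At 3 W, the adjusted p of this family fell to 0.035 when arrays were scaled to their 75th percentile, to 0.0264 with normexp and to 0.0191 without AN replicate 1. At P0, it exceeded 0.05 with the 75th percentile, with no filter on dim probes, with probes above background on all 24 arrays and with normexp, where it was highest (0.122), and without EN replicate 1, EN replicate 2 or AN replicate 2, the last the highest (0.155). At 5 W, it stayed at or below 0.0271 over the settings that keep all arrays, but exceeded 0.05 without EN replicate 2 and was 0.156 without EN replicate 1. Of 23 chloride channel genes other than GABAA receptor subunits, none was called at P0 or 1 W, 2 at 3 W (adjusted p = 0.655) and 4 at 5 W (adjusted p = 0.131, but 0.0475 without EN replicate 3 and 0.0468 with an adjusted p in the rule for calls). These 2 and 4 genes were called as well when adjusted over the list alone or over all probes tested. Since the list leaves out the GABAA receptor subunits, it does not test chloride transport as a whole. Cell differentiation and cell adhesion were not analysed here.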

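Among the 7 Slit and Robo genes, Slit2 alone was called at P0 (adjusted p of the family = 0.17), also when adjusted over the list alone. Without EN replicate 3 at P0, the adjusted p of the family was 0.0174. The other 3 categories were not analysed here.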

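After P0, 2 of the 7 Slit and Robo genes were called at 1 W (adjusted p of the family = 0.154), 2 at 3 W (0.166) and 2 at 5 W (0.154). In each case both genes were also called when adjusted over the list alone, and 1 when adjusted over all probes tested. At 3 W, the adjusted p of this family fell to 0.0384 when arrays were scaled to their 75th percentile, to 0.0491 without AN replicate 1 and to 0.0338 without EN replicate 2. A family past the threshold at 1 time point and not at another is not thereby shown to differ between them.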

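Ligand and receptor genes of excitatory and inhibitory synapses were examined as families. No gene of 30 on the glutamatergic list was called between AN and EN at P0, 11 were called at 1 W (adjusted p = 1.09e-05) and 17 at 5 W (adjusted p = 1.31e-11), all of them higher in AN. Adjusted over the list alone, 10 and 16 of these remained at 1 W and 5 W, and adjusted over all probes tested, 9 and 11. On the GABAergic list of 25 genes, 2 were called at P0 (adjusted p = 0.0924), 13 at 3 W (adjusted p = 3.9e-08) and 12 at 5 W (adjusted p = 2.18e-07). None was called at P0 when adjusted over the list alone. Among 17 presynaptic active zone genes, 1 was called at P0 (adjusted p = 0.32), 4 at 1 W (0.0599), 5 at 3 W (0.0209) and 4 at 5 W (0.0599). Under other settings the adjusted p of this family ranged from 0.0182 to 0.108 at 1 W. The range was 0.00864 to 0.166 at 3 W and 0.0357 to 0.29 at 5 W. With 1 array left out, it was 0.0198 to 0.0583 at 1 W. At 3 W it was then 0.0367 (without AN replicate 1) to 0.192 (without EN replicate 2). At 5 W it was 0.0192 (without EN replicate 3) to 0.384 (without AN replicate 2). Thus none of 1 W, 3 W and 5 W stands apart from the others. At P0 the adjusted p stayed at or above 0.199 over the settings and 0.327 with 1 array left out. Of the 6 neurexin and neuroligin genes, none was called at P0, 3 at 1 W (adjusted p = 0.0209), 3 at 3 W (0.0242) and 4 at 5 W (0.00135), and all were called when adjusted over the list alone as well. With the adjusted p in the rule for calls, the adjusted p of this family was 0.0691 at 1 W and 0.384 at 5 W, and at 3 W it was 0.0887 without AN replicate 3. With only probes above background on all 24 arrays, it was 0.679 at 1 W and 0.078 at 5 W for the glutamatergic list and 0.089 at 3 W and 0.274 at 5 W for the GABAergic list.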

In the Cellular Components category, the GO analysis indicated that the excitatory synapse and inhibitory synapse subcategories had no statistically significant differences between the efferent and afferent nerve fibres at P0, although they had significant differential expression starting at 1 W. In addition, the differential expression patterns were similar to those in the presynaptic and postsynaptic membrane subcategories (Fig. 4B).

The enrichment of Molecular Function in the different developmental stages is summarized in Fig. 4C. 

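Of the 15 GABAA receptor subunit genes tested, 2 were called between AN and EN at P0 (adjusted p = 0.0437), 9 at 1 W (adjusted p = 1.07e-06), 9 at 3 W (adjusted p = 1.38e-06) and 8 at 5 W (adjusted p = 1.09e-05), all higher in AN. With 1 array left out, the adjusted p at P0 lay between 0.0464 and 1.0. Over the settings that keep all arrays, it reached 0.123 at 1 W, 0.127 at 3 W and 0.468 at 5 W. With 1 array left out, it stayed at or below 1.06e-05, 0.000683 and 5.95e-05 at these time points. When p was adjusted over the list alone, 0, 9, 8 and 8 genes were called, and adjusted over all probes tested, 0, 5, 5 and 7. The 4 subunits of this list without a tested probe were Gabra6, Gabre, Gabrp and Gabrr3. Calcium ion binding and clathrin binding were not analysed here.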

Intriguingly, gamma-aminobutyric acid A (GABAA) receptor activity, calcium ion binding, chloride channel activity, clathrin binding, and extracellular ligand-gated ion channel activity subcategories were found to have differential expression at all four experimental time points. In contrast, the ionotropic glutamate receptor activity and transmembrane receptor protein tyrosine kinase activity subcategories displayed no statistically significant differences at P0, but had significant differential expression at 1 W and thereafter.

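Among 17 ionotropic glutamate receptor genes, none was called at P0, 4 at 1 W (adjusted p = 0.0599), 7 at 3 W (adjusted p = 0.000453) and 9 at 5 W (adjusted p = 2.93e-06). The family passed 0.05 at 1 W under several other settings, among them array quality weights (adjusted p = 0.00368), replicate number as a block (0.0197), normexp (0.0188) and no filter on dim probes (0.0397). With p adjusted over the list alone, 4, 6 and 9 genes were called from 1 W on. Of 50 receptor tyrosine kinase genes, 1 was called at P0 (adjusted p = 0.655), 5 at 1 W (adjusted p = 0.347), 11 at 3 W (adjusted p = 0.00241) and 9 at 5 W (adjusted p = 0.0204), of which 1, 4, 10 and 8 were called when adjusted over the list alone. At 5 W the adjusted p was 0.0603 without EN replicate 2.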

### Critical Signalling Pathways Involved in Efferent and Afferent Nerve Fibre Development

The GO analysis provided overall insight into the cellular and molecular regulation of motor and sensory neuronal cell fate determination. Kyoto Enrichment of Genes and Genomes (KEGG) analysis was further performed to identify critical signalling pathways during motor and sensory neuronal differentiation/maturation (Fig. 5). It is noteworthy that two signalling pathways, namely axon guidance and hedgehog signalling, were significantly differentially expressed between the efferent and afferent nerve fibres during development as early as P0. In contrast, significant differential expression of proteins involved in SNARE interactions during vesicular transport in the efferent and afferent nerve fibres only occurred at 1 W. In addition to these pathways, synaptic plasticity-associated signalling pathways and proteins involved in GABAergic and cholinergic synapses were significantly differentially expressed at 1 W. In contrast, glutamatergic and dopaminergic synapses were significantly differentially expressed at 3 W (Fig. 5A).

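At P0, the axon guidance genes called were 1 of higher and 3 of lower signal in AN. None of the 15 hedgehog signalling genes was called at P0 (adjusted p = 1.0), 2 were called at 1 W (adjusted p = 0.391), none at 3 W and 1 at 5 W (adjusted p = 0.804). Against P0, 5 of these 15 genes were called at 1 W in the afferent nerve fibres (adjusted p = 0.0473), the same number when adjusted over the list alone. The adjusted p of the family lay between 0.0139 and 0.145 over the settings that keep all arrays. With 1 array left out, it lay between 0.021 and 0.116. The median log2 change of the hedgehog genes in this comparison was close to 0 and changed sign when arrays were scaled to their 75th percentile, to 0.0141.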

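Among 35 SNARE genes, none was called between AN and EN at P0, 2 at 1 W (adjusted p = 0.839), 1 at 3 W and 1 at 5 W (adjusted p = 1.0 each), and none at any time point when adjusted over the list alone. On the GABAergic list, 11 of 25 genes were called at 1 W (adjusted p = 1.66e-06), all higher in AN. On the cholinergic list, 1 of 18 genes was called at P0 (adjusted p = 0.328), 5 at 1 W (0.0209), 5 at 3 W (0.0254) and 3 at 5 W (0.207). The cholinergic list did not pass at 1 W with probes above background on all 24 arrays (0.454). At 3 W it did not pass with these probes (0.458) and 4 other settings, nor without AN replicate 3 (0.352), EN replicate 1 or EN replicate 2. At 5 W it passed without AN replicate 1 or EN replicate 3 (0.022). Adjusted over the list alone, all 11 GABAergic and 5 cholinergic genes were called at 1 W, against 5 and 3 when adjusted over all probes tested. At 3 W, 12 of 30 glutamatergic genes were called (adjusted p = 2.85e-06), 11 of them when adjusted over the list alone. With only probes above background on all 24 arrays, the adjusted p was 0.274 for the GABAergic list at 1 W and 0.089 for the glutamatergic list at 3 W. The dopaminergic list could be tested for 6 of its 13 genes only, of which 1 was called at 3 W (adjusted p = 0.515).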

**Figure 5:**
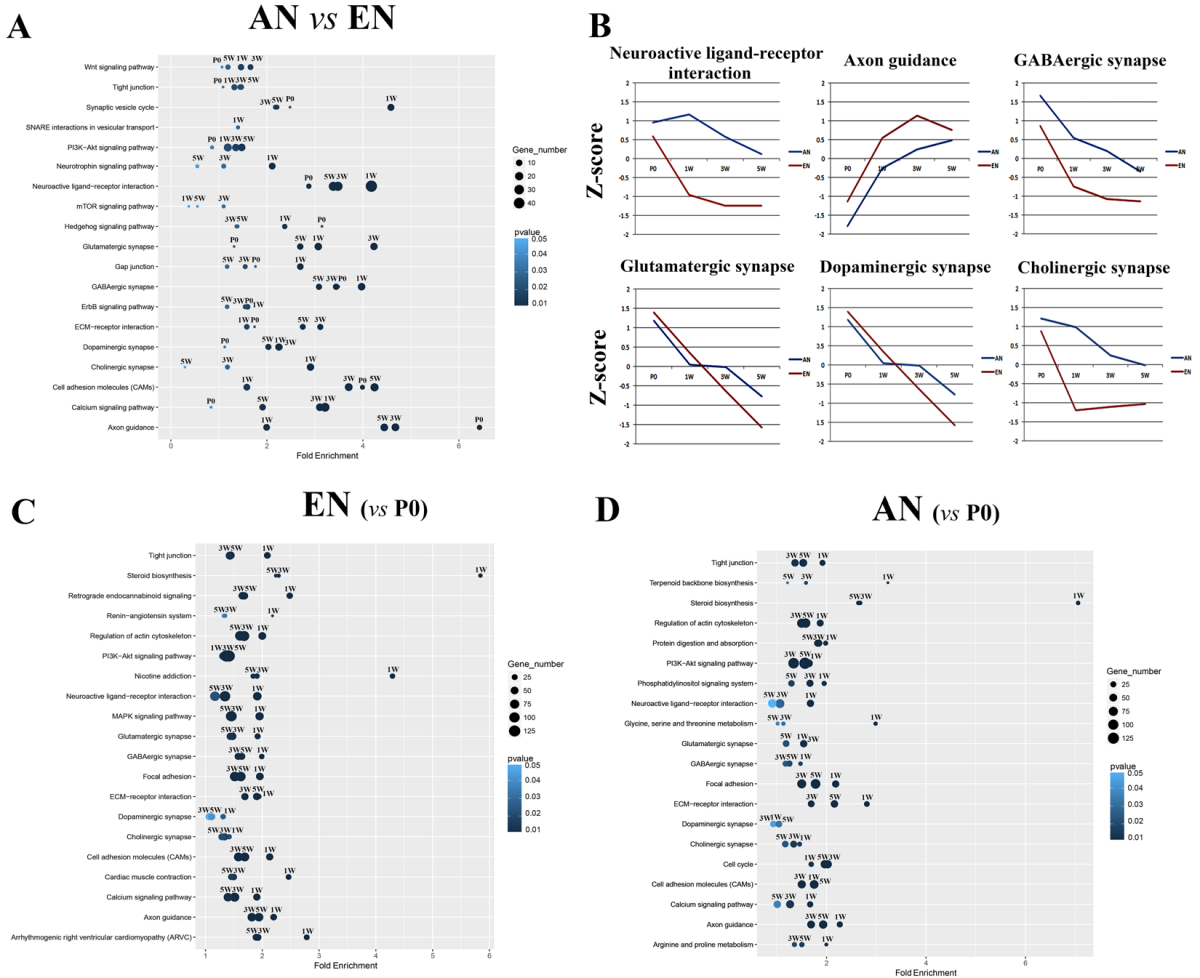
Enriched KEGG pathways for the differentially expressed genes. Comparison of genes differentially expressed between efferent and afferent nerve fibres (**A**) in different developmental processes, and Z-scores for the six critical Kyoto Enrichment of Genes and Genomes (KEGG) pathways (**B**). The differentially expressed genes in efferent (**C**) and afferent (**D**) nerve fibres at postnatal developmental stages (1 week [1 W], 3 weeks [3 W], and 5 weeks [5 W]) were compared with those at postnatal day 0 (P0). The colour intensity of the dots represents the *p* value, and the size of the dots represents the ratio of differentially expressed genes in the specific KEGG pathway.

The Z-scores calculated from the average expression profiles of the differentially expressed genes involved in the six most critical signalling pathways during development are listed in Fig. 5B. 

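The Z-score of a gene was taken here as its centred group mean divided by its SD over the 8 groups, and a family's value as the mean over all its tested genes, called or not. From P0 to 5 W, the mean Z-score of the 68 axon guidance genes changed by −0.47 in the efferent and −0.38 in the afferent nerve fibres, and from P0 to 1 W by 0.01 and −0.11. For the 25 GABAergic synapse genes, the change from P0 to 5 W was −1.22 in EN and −0.29 in AN, and from P0 to 1 W −1.05 in EN and −0.29 in AN. These differences were computed from group means and were not tested. Over the 4 time points, the AN and EN means correlated with r = 0.8594 for axon guidance and 0.8551 for GABAergic synapse genes.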

The Z-score curves indicate that the changes in the axon guidance and GABAergic synapse pathways at different developmental stages were relatively similar between the efferent and afferent nerve fibres. In contrast, the expression changes for mRNAs involved in neuroactive ligand-receptor interactions, cholinergic synapses, glutamatergic synapses, and dopaminergic synapse pathways were different between the two types of nerve fibres. This implies that the fundamental patterns of gene expression inherent in motor and sensory neuronal cell fate determination have distinct features.

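The mean Z-score of the 30 glutamatergic synapse genes changed from P0 to 5 W by −1.18 in the efferent and −0.21 in the afferent nerve fibres, and from P0 to 1 W by −1.04 and −0.48. For the 18 cholinergic genes, the changes were −0.94 in EN and −0.66 in AN up to 5 W, and −0.63 and −0.14 up to 1 W. The 6 dopaminergic genes rose by 1.14 in EN and 1.26 in AN from P0 to 5 W. Neuroactive ligand-receptor interactions were not analysed here. From curves of this kind, the paper proposes that the fundamental patterns of gene expression behind motor and sensory neuronal fate have distinct features.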

Although the differential expression signatures in the efferent and afferent nerve fibres during development had common characteristics, there were demonstrable differences between the two types of nerve fibres. Such differences were observed in the glutamatergic and dopaminergic synapse pathways. For instance, the significant differential expression of proteins in glutamatergic synapses was first detected at 1 W in efferent nerve fibres. In contrast, this distinctive change in expression was first observed at 3 W in the afferent nerve fibres. 

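In the efferent nerve fibres, 15 of the 30 glutamatergic synapse genes were called at 1 W against P0 (adjusted p = 4.68e-05), where 2612 of all 17730 genes were called. All 15 were called when adjusted over the list alone. At 3 W, 14 were called (adjusted p = 0.126) and at 5 W 16 (adjusted p = 0.0354), with 5493 and 5543 of all genes called at these time points. Over the settings that keep all arrays, the adjusted p reached 0.182 at 1 W and 0.732 at 5 W. With 1 array left out, it reached 0.00054 at 1 W and 0.0777 at 5 W, and its lowest value at 3 W was 0.019.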

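In the afferent nerve fibres, 5 of the 30 glutamatergic synapse genes were called at 1 W against P0 (adjusted p = 0.328), 10 at 3 W (adjusted p = 0.494) and 14 at 5 W (adjusted p = 0.0921), where 1839, 4980 and 5208 of all genes were called. With array quality weights, the adjusted p at 3 W was 0.0361. Adjusted over the list alone, 2, 9 and 12 genes were called.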

The significant differential expression of proteins at dopaminergic synapses was first detected at 1 W in efferent nerve fibres, and at 5 W in the afferent nerve fibres (Fig. 5C,D).

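Of the 6 dopaminergic synapse genes that could be tested, 1 was called in the efferent nerve fibres at 1 W against P0 (adjusted p = 0.799), none at 3 W and 1 at 5 W (adjusted p = 1.0 each). In AN, 1 was called at 1 W (adjusted p = 0.671), 1 at 3 W (adjusted p = 1.0) and 2 at 5 W (adjusted p = 0.746), all of them also when adjusted over the list alone. The dopamine receptor genes on the list and Slc6a3 had no tested probe.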

### Cascade Regulation of Differentially Expressed Genes Involved in Efferent and Afferent Nerve Fibre Development

To further identify key genes differentially expressed between the efferent and afferent nerve fibres at each developmental time point, gene network diagrams were created using the IPA database (Fig. 6). We found that *Gabra1*, *Gabrb2*, and *Slit2* were differentially expressed between efferent and afferent nerve fibres as early as P0, and that multiple types of GABA receptors (GABARs) were consistently differentially expressed at later developmental stages. For instance, *Gabra1*, *Gabra2*, and *Gabrb2* were found to be differentially expressed at 1 W; *Gabra3* and *Gabrb1* were still differentially expressed at 3 W; and *Gabra2* and *Gabra3* were consistently differentially expressed between the efferent and afferent nerve fibres during development. 

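At P0, Slit2 (probe A_51_P496569, mm9 chr5:48696502–48696561) had a log2 fold change between AN and EN of 1.30 (standard error 0.15, adjusted p = 0.00071), which stayed between 1.18 and 1.36 with 1 array left out. Gabrb2 (A_51_P227679, chr11:42445782–42445841) had a mean log2 signal of 9.43 ± 0.16 in AN and 8.33 ± 0.10 in EN, a log2 fold change of 1.103 (standard error 0.44, adjusted p = 0.456). This difference passed the thresholds without adjustment, and it lost the 2-fold change or the p threshold without AN replicate 2 or EN replicate 3. A second tested probe of Gabrb2 (A_55_P2745205) was not called in any comparison. Of the 21 genes that the paper names from the arrays, 4 were called at P0, 1 when adjusted over all probes tested and 2 when adjusted over the list alone. As the study chose these genes on these samples, the last count is not independent evidence.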

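Gabra2 (A_55_P2027900, mm9 chr5:71352275–71352334) was higher in AN by 1.68 at 1 W (standard error 0.55, adjusted p = 0.112), a value that ranged from 1.09 to 2.34 with 1 array left out and was not called without EN replicate 2. At 3 W it was 0.24 (adjusted p = 0.885) and at 5 W 1.03 (adjusted p = 0.307), both not called, although the difference at 5 W was called with replicate number as a block. The other 3 probes of Gabra2 were called at 3 W and 5 W. Of these, A_55_P2731551 (2.54 and 2.59) was above background on 1 EN array and the other 2 on none. Gabrb2 differed by 1.32 at 1 W (adjusted p = 0.116). Marker genes of dorsal root ganglion neurons, listed in advance, were higher in AN as well, by a mean of 3.39 at 1 W and 2.08 at 3 W, and at 3 W by 0.834 without AN replicate 3. Gabra3 (A_55_P1963463, chrX:69678031–69678090) differed by 0.11 at P0 (adjusted p = 1.0), 0.86 at 1 W (adjusted p = 0.307), 1.06 at 3 W (adjusted p = 0.116) and 1.47 at 5 W (adjusted p = 0.0241), and was called at 3 W and 5 W. The call at 3 W was lost without AN replicate 1 or EN replicate 2. The AN-EN difference of Gabra3 was not shown to change since P0 (interaction at 5 W 1.36, adjusted p = 0.319), except with replicate number as a block, where the adjusted p was 0.0317. Gabrb1 (A_51_P368757, chr5:72528086–72528145) differed by 2.74 at 1 W (adjusted p = 0.0203), with 2 EN arrays above background, and by 2.64 at 3 W (standard error 0.65, adjusted p = 0.0204), with 1 EN array above background. At 5 W no EN array was above background, and Gabrb1 was higher in AN by at least 5.84-fold (adjusted p = 0.00166).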

Intriguingly, the neurexin family members *Nrxn1* and *Nrxn2* were significantly differentially expressed between the efferent and afferent nerve fibres at 1 W, and *Nrxn1* was differentially expressed even at later developmental stages. 

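At 1 W, Nrxn2 (A_55_P1954061, mm9 chr19:6533156–6533215) had a mean log2 signal of 12.45 ± 0.18 in AN and 11.19 ± 0.25 in EN, a log2 fold change of 1.26 (standard error 0.44, adjusted p = 0.145), called at the unadjusted p with each array left out (1.15 to 1.40). Another tested probe of Nrxn2 (A_65_P04240) was not called at 1 W (0.28). Nrxn2 differed by 1.00 at 3 W (adjusted p = 0.212), which passed the thresholds without AN replicate 1 or AN replicate 2, and by 1.30 at 5 W (adjusted p = 0.0861), which did not pass without AN replicate 2.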

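Neuroligin 1 was measured by 1 tested probe (A_52_P258546, mm9 chr3:25330886–25330945). At 3 W, its mean log2 signal was 7.49 ± 0.06 in AN and 6.15 ± 0.28 in EN, a log2 fold change of 1.34 (standard error 0.20, adjusted p = 0.000547, 1.263 to 1.502 with 1 array left out). At 5 W, it was 7.60 ± 0.31 in AN and 5.62 ± 0.46 in EN, where 2 of 3 arrays were above background, a log2 fold change of 1.98 (adjusted p = 9.6e-06, 1.72 to 2.16 with 1 array left out). The AN-EN difference of Nlgn1 was larger than at P0 at 5 W (interaction 1.49, adjusted p = 0.0139), and not shown to be at 3 W (0.86, adjusted p = 0.258). At 5 W, the adjusted p was below 0.05 in 4 of 6 other settings (0.0845 at most).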

*Nlgn1*, which encodes neuroligin 1, the post-synaptic binding partner of neurexin, was differentially expressed between the efferent and afferent nerve fibres at 3 W and 5 W. This suggests that the developmental signature of the neuroligins was different from that of the neurexins during efferent and afferent nerve fibre development.

**Figure 6:**
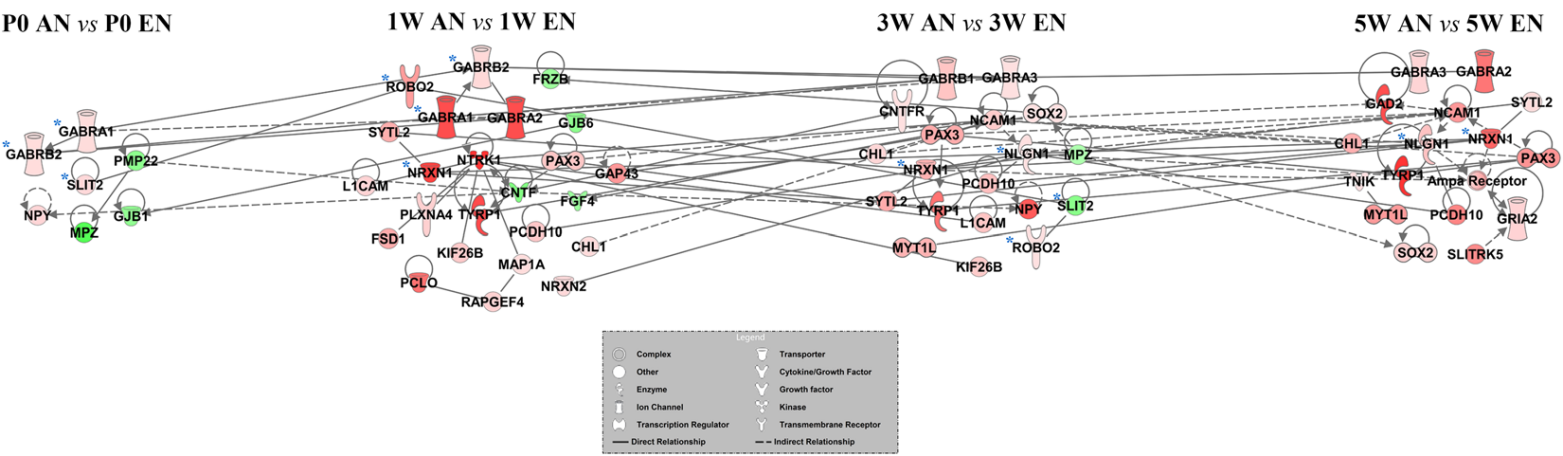
Cascade regulation of genes differentially expressed between efferent and afferent nerve fibres during development. The regulatory network exhibits the comparison of genes differentially expressed between efferent and afferent nerve fibres at different developmental stages (postnatal day 0 [P0], 1 week [1 W], 3 weeks [3 W], and 5 weeks [5 W]). The up-regulated genes are shown in red, while the down-regulated genes are shown in green, and the colour intensity indicates the fold change in differential expression. The key genes are highlighted with blue asterisks.

### Dynamic Changes in Differentially Expressed Genes Associated with Motor and Sensory Nerve Fibre Development

The regulatory networks for the genes differentially expressed during motor and sensory nerve fibre development were further analysed using the IPA database. The gene network diagram suggests that the differentially expressed genes were in highly correlated clusters in well-regulated networks during development (Fig. 7). 

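Between P0 and 1 W in the efferent nerve fibres, Gabrb2 fell to 6.76 ± 0.23, a log2 fold change of −1.57 (adjusted p = 0.0117), while its other tested probe (A_55_P2745205) changed by −0.46. Over the same interval in EN, a list of spinal cord interneuron markers changed by −1.76 on average and one of dorsal root ganglion neuron markers by −2.65. The other spinal cord lists changed by −0.79 (astrocytes) and by 0.58 (oligodendrocytes, with overlap of the arrays).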

During the motor nerve fibre development, *Gabrg2*, *Gabrb2*, and *Nrxn1* were dramatically downregulated at 1 W when compared with P0. This downregulation was sustained thereafter. 

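Relative to P0, Gabrb2 in EN had log2 fold changes of −2.65 at 3 W (adjusted p = 5.6e-05) and −2.02 at 5 W (adjusted p = 0.00069).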

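In the efferent nerve fibres, Gabra4 (A_55_P2732683, mm9 chr5:72046554–72046613) changed by −3.28 at 3 W (standard error 1.02, adjusted p = 0.0113) and by −1.60 at 5 W (adjusted p = 0.197), which was called without EN replicate 2 only. Its other tested probe (A_51_P393124) was called at 5 W, when it was above background on no EN array. Gabra5 (A_55_P2905230, chr7:64668976–64669021) changed by −0.62 at 3 W (adjusted p = 0.0779) and −0.81 at 5 W (adjusted p = 0.0247), both under a 2-fold change, whereas its second probe (A_55_P2806920) changed by −3.64 and −3.51. Nlgn1 changed in EN by −1.76 at 3 W (adjusted p = 1.04e-06) and by −2.29 at 5 W (adjusted p = 2.81e-08). In the afferent nerve fibres at 1 W, Slit2 changed by −0.34 since P0 (adjusted p = 0.127) and was not called. A second, dim probe of Slit2 (A_52_P3475) changed by −1.93 and was called, with 1 AN array above background at 1 W. Slit3 (A_51_P301809, chr11:35521559–35521618) fell in AN from 8.35 ± 0.30 to 6.595 ± 0.371, a log2 fold change of −1.76 (adjusted p = 3.82e-05, −1.92 to −1.54 with 1 array left out). In EN at 1 W, Slit3 changed by −1.16 (adjusted p = 0.0016).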

Notably, a larger number of GABA receptors, such as *Gabra1*, *Gabra4*, and *Gabra5*, were further downregulated during motor nerve fibre development from 3 W to 5 W. *Nlgn1* was involved in motor nerve fibre development from 3 W to 5 W. In comparison, the slit guidance ligand (SLIT) family members *Slit2* and *Slit3* were downregulated in the extracellular space in sensory nerve fibres at 1 W when compared with P0. These mRNAs interacted with roundabout homologue 1 (ROBO1), which was downregulated in the plasma membrane. In addition, GABAR family members, such as *Gabra3*, *Gabrb2*, and *Gabrg3*, were down-regulated in sensory nerve fibres at 1 W when compared with P0. However, changes in the expression levels of these proteins in sensory nerve fibres were not as obvious as those observed in motor nerve fibres during development. For instance, the *Gabrb2* was dramatically downregulated together with *Nrxn3* at 3 W and 5 W, while *Gabra3* was only upregulated at 5 W. Furthermore, *Nrxn2* and *Nrxn3*, but not *Nrxn1*, were downregulated together with *Nlgn3*, which is involved in sensory nerve fibre development.

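Robo1 (A_55_P2797793, mm9 chr16:73046189–73046248) went in AN from 10.61 ± 0.28 at P0 to 9.82 ± 0.20 at 1 W, a log2 fold change of −0.79 (adjusted p = 0.118) that was not called. Of its other 2 tested probes, A_55_P2735295 changed by −1.29 and was called, and A_55_P2729533 was not called. Robo1 was called in AN at 3 W (−1.63, adjusted p = 0.000739) and at 5 W (−2.44, adjusted p = 1.12e-05), and in EN at 3 W (−1.50, adjusted p = 0.00145) but not at 1 W (−0.42, adjusted p = 0.404).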

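In AN from P0 to 1 W, Gabra3 went from 8.87 ± 0.15 to 7.67 ± 0.46, a log2 fold change of −1.20 (standard error 0.38, adjusted p = 0.03), which was −0.97 and not called without AN replicate 2 at 1 W. Gabrb2 changed by −1.36 (adjusted p = 0.0316). Gabrg3 (A_55_P2228097, mm9 chr7:63971847–63971906) changed by −1.17 (adjusted p = 0.0872), called at the unadjusted p but not without any 1 of AN replicates 1 and 2 at P0 and AN replicate 2 at 1 W. A second probe of Gabrg3 (A_55_P2053251) changed by 0.04.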

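At 1 W against P0, Gabra3 changed by −1.95 in EN (adjusted p = 0.001) and Gabrg3 by −2.12 (adjusted p = 0.00284). The interaction contrasts did not show the changes of Gabra3 to differ between the nerve fibres (0.75 at 1 W, adjusted p = 0.984), nor those of Gabrb2 (0.21 at 1 W). At 5 W, Gabrg3 was above background in EN on no array, and the adjusted p for a change of its AN-EN difference since P0 was 0.0399, below 0.05 in only 2 of 6 other settings (0.0345 to 0.303). Over the 15 GABAA receptor subunits, 9 were called in EN at 1 W, all lower (adjusted p = 0.000453, and 0.123 with only probes above background on all 24 arrays), and 3 in AN, all lower (adjusted p = 0.331). Among the 21 genes that the paper names from the arrays, 14 were called in EN at 1 W and 7 in AN, and adjusted over the list alone 13 and 5.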

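Against P0 in AN, Gabrb2 changed by −2.38 at 3 W (adjusted p = 0.000177) and −2.63 at 5 W (adjusted p = 5.76e-05). Nrxn3 (A_55_P2054643, mm9 chr12:91573315–91573374) changed by −0.85 at 3 W (adjusted p = 0.192) and −1.04 at 5 W (adjusted p = 0.113) and was not called. At 3 W, 1 array decided this, since Nrxn3 changed by −1.60 and was called without AN replicate 3. Another probe of Nrxn3 (A_55_P2105406) was called, with −1.55 at 3 W and −1.51 at 5 W. Gabra3 changed by 0.08 at 3 W (adjusted p = 0.882) and by 1.13 at 5 W (adjusted p = 0.0186), or by 0.82 without AN replicate 2 at 5 W, which was not called. Nrxn2 changed by −0.95 at 3 W (adjusted p = 0.0783, not called) and −1.54 at 5 W (adjusted p = 0.0068). Nlgn3 (A_55_P2335903, chrX:98518888–98518947) changed by −1.04 at 3 W (adjusted p = 1.55e-05) and −0.63 at 5 W (adjusted p = 0.00185), the latter under a 2-fold change. Its other probe (A_51_P456816) changed by −0.82 at 3 W and −1.14 at 5 W and was called at 5 W only.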

**Figure 7:**
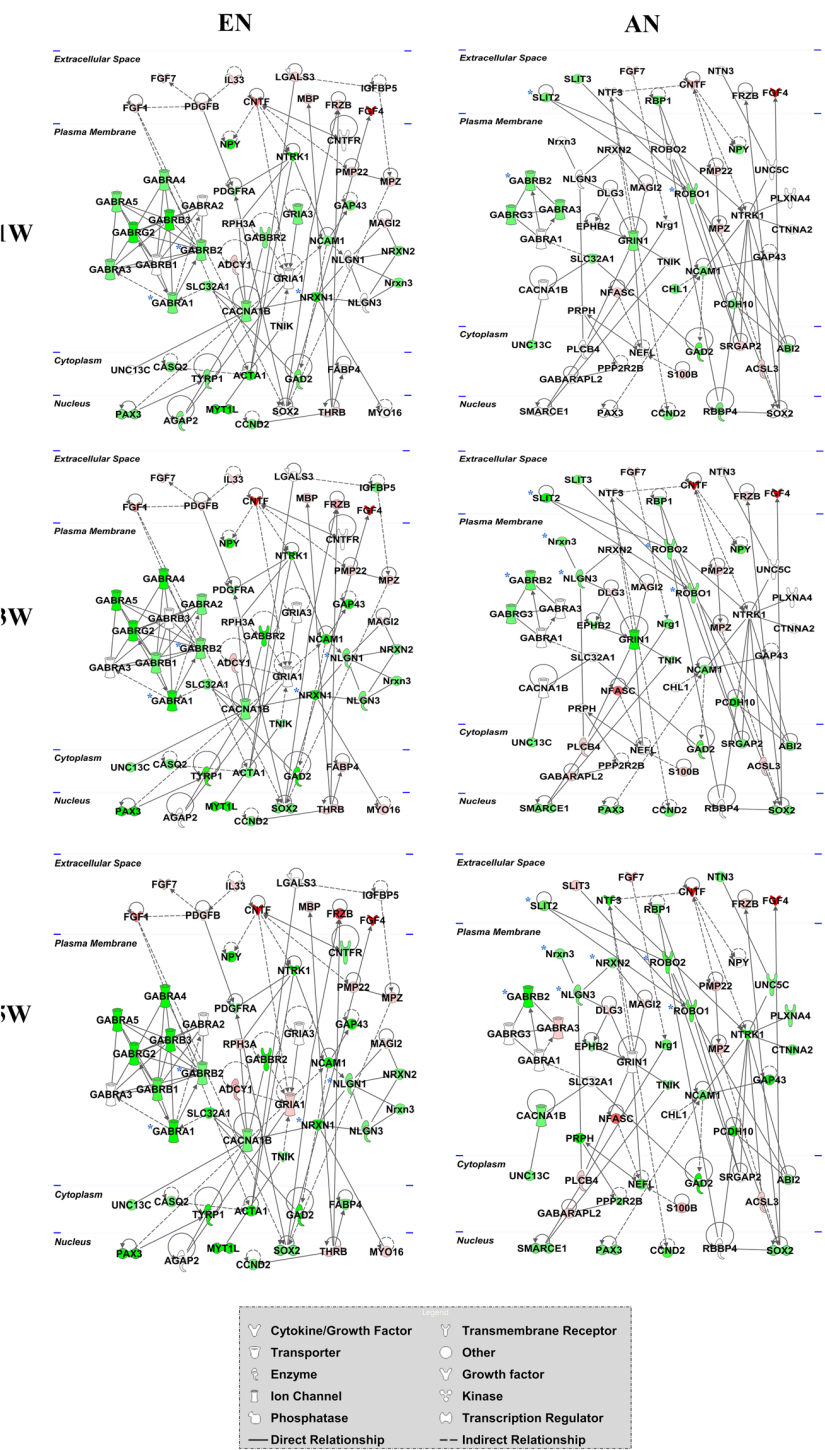
Dynamic changes in differentially expressed genes associated with efferent and afferent nerve fibre development. The gene network diagrams show the interactions and correlations of differentially expressed genes during efferent and afferent nerve fibre development at different postnatal stages (1 week [1 W], 3 weeks [3 W], and 5 weeks [5 W], when compared with postnatal day 0 [P0]). Red colour indicates the fold change in up-regulation, while the green colour indicates the fold change in down-regulation. Colour intensity indicates the relative fold change values. The key genes are highlighted with blue asterisks.

### RT-qPCR Validation of Key Genes Associated with Motor and Sensory Nerve Fibre Development

Several genes were considered representative regulatory genes. These genes were selected from the microarray analysis data for RT-qPCR validation. They included *Mpz*, *Slit2*, *Unc13c*, *Ncam1*, *Nrxn1*, *Nlgn1*, *Gabrb2*, *Gabra1*, and *Npy*. The heat map in Fig. 8A shows the expression pattern for each selected gene in all 24 samples (8 groups in triplicate). 

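Ncam1 (A_51_P380309, mm9 chr9:49310320–49310379) fell in EN from 13.79 ± 0.14 at P0 to 10.44 ± 0.30 at 5 W and in AN from 14.43 ± 0.08 to 12.55 ± 0.10. It was higher in AN by 1.88 at 3 W (adjusted p = 1.18e-07) and 2.12 at 5 W (adjusted p = 3.32e-08), and by less than 2-fold at P0 (0.64) and 1 W (0.89). Unc13c (A_55_P2427900, chr9:73781310–73781369) was higher in AN by 1.54 at P0 (adjusted p = 0.239), 1.23 at 3 W (adjusted p = 0.166) and 1.31 at 5 W (adjusted p = 0.132), called at these 3 time points at the unadjusted p, and by 0.91 at 1 W (adjusted p = 0.464), not called. The calls of Unc13c were lost without EN replicate 2 at 3 W and without AN replicate 2 or EN replicate 1 at 5 W. Npy (A_51_P454873, chr6:49773743–49777505) was higher in AN by 1.45 at P0 (adjusted p = 0.523), called but not without AN replicate 1, EN replicate 2 or EN replicate 3. At 1 W it was higher by 2.88 (adjusted p = 0.00945), with 1 EN array above background, and at 3 W by at least 5.18-fold (adjusted p = 0.000369). Nlgn1 at P0 was 8.39 ± 0.17 in AN and 7.91 ± 0.13 in EN. Gabrb2 at 5 W was 6.80 ± 0.85 in AN and 6.30 ± 0.53 in EN.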

The RT-qPCR results are summarized in the histograms (Fig. 8B). *Slit2* mRNA expression in afferent nerve fibres was significantly up-regulated when compared with that in efferent nerve fibres at P0, although this trend was reversed thereafter. *Nrxn1* mRNA expression in afferent nerve fibres was significantly up-regulated when compared with that in efferent nerve fibres at P0. Interestingly, this differential expression pattern was even more obvious than that for *Slit2* because *Nrxn1* mRNA expression levels were decreased during development in efferent nerve fibres. Coincidentally, the expression patterns of *Nlgn1*, *Gabrb2*, and *Gabra1* mRNA were similar to that of *Nrxn1*. These similarities indicated that the above genes may have essential roles in motor and sensory nerve fibre development. The RT-qPCR results were consistent with the data from the microarray analysis.

**Figure 8:**
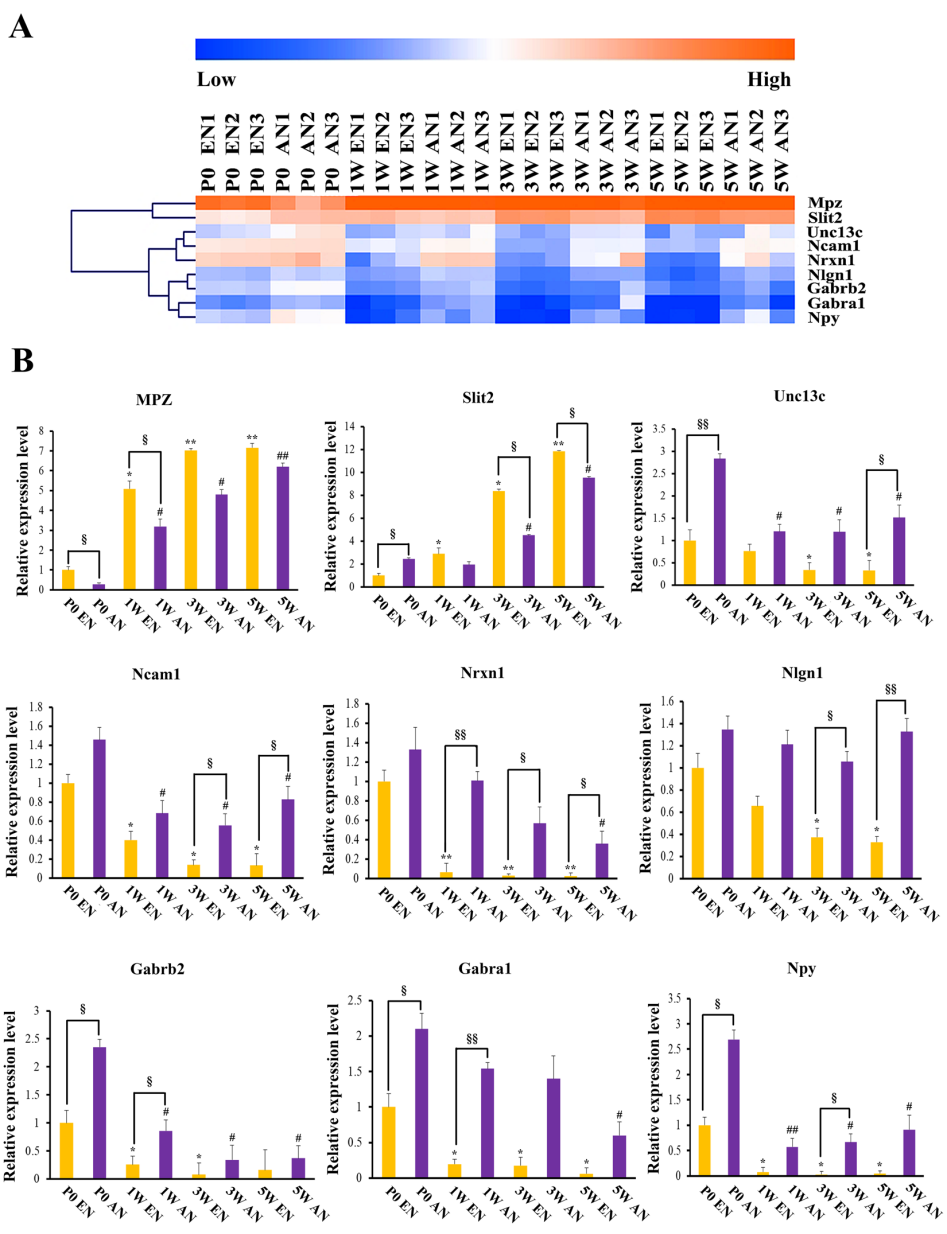
Real-time quantitative polymerase chain reaction-based validation of key genes associated with efferent and afferent nerve fibre development. Heat map clustering displaying the relative mRNA expression levels of 9 differentially expressed genes selected from all 24 samples (8 groups in triplicate). The orange colour indicates the genes that are upregulated, and the blue colour indicates the genes that are downregulated. The values were calculated using comparative 2^−ΔΔCt^ method, with *Gapdh* levels as the internal control (efferent nerve fibres are shown in yellow and afferent nerve fibres are shown in purple). Error bars represent standard deviations from the mean. Data were obtained in three independent experiments. ^*, #,§^*p* < 0.05; ^**, ##, §§^*p* < 0.01; ^*^in efferent nerve fibre development, ^#^in afferent nerve fibre development, ^§^difference between efferent and afferent nerve fibre expression.

## Discussion

Under normal physiological circumstances, neurons maintain proper functioning condition by transporting subcellular components to growth cone terminals via axoplasmic flow. However, when the continuity of axons is completely disrupted, the distal stump of the nerve trunk initiates a process known as Wallerian degeneration^22,23^. When injured neurons have achieved homoeostasis after trauma-induced disruptions, the intrinsic neuronal regenerative capacity is activated to prompt the proximal stump of the nerve trunk to initiate the regenerative programme. The key neuronal element responsible for axonal regeneration is the growth cone, which is a specialized structure in both motor and sensory neurons^24,25^. Generally, growth cone navigation for achieving synaptic rearrangement exhibits a molecular correlation with neuronal differentiation/maturation^26^, indicating that the regenerative procedure may be fundamentally similar to the process of axon sprouting in the developing neural system^2^.

Peripheral motor and sensory nerves have distinct functions that contribute to the maintenance of normal physiological activities, especially their unique abilities to accurately and selectively reinnervate terminal nerve pathways. Recent studies have demonstrated that Schwann cells obtained from different anatomical contexts can express distinct motor and sensory phenotypes in cell culture systems^27^. However, other evidences have indicated that it is the artificial culture condition that altered the gene expression patterns, and resulted in the distinct phenotypic characteristics of differentially expressed genes^28^. In addition, isobaric tags for relative and absolute quantitation-based analysis of total protein levels in different types of nerves in a quantitative proteomics approach revealed that different motor and sensory nerves have distinct protein expression profiles in naive rats^29^. In the *in vivo* regeneration model, the growth factor expression profiles between denervated motor and sensory nerves had obvious differences, further indicating that Schwann cells express distinct motor and sensory phenotypes that specifically benefit motor and sensory axonal regeneration, respectively^11,30^.

In order to decipher the cellular and molecular events during motor and sensory neuron development, microarray analysis was conducted to identify differential gene expression patterns in both efferent and afferent nerve fibres during different developmental processes. Considering the genders of patients who have peripheral nerve injury in the clinic, both sexes of the C57BL/6 mice were used equally across the analyses. In this study, the efferent nerve fibres mainly comprise axons of motor neurons whose cell bodies are located in the ventral horn of the spinal cord, while, the afferent nerve fibres mainly comprise the central branches of axons extending from DRG neurons that are biochemically and anatomically comparable to the efferent nerve fibres. In the peripheral nerve fibres, myelinating Schwann cells inevitably remain in the microarray samples collected using conventional dissecting methods^31,32^, which may also play important roles in peripheral neural development and regeneration. We will further discuss these phenomena with respect to the involvement of Schwann cells as well.

Summarizing the GO analysis results, genes involved in axon guidance, cell differentiation, and GABAA receptor activity subcategories are significantly differentially expressed at all the four time points examined, indicating that the fundamental molecular and cellular mechanisms underlying the regulation of motor and sensory nerve differentiation/maturation may be biologically distinct. Commissural axons grow along stereotyped dorsoventral trajectories in the early developing spinal cord. The projection patterns are encoded by the spatiotemporal distributions of axon guidance cues, specifically netrin-1/ DCC signalling for ventral attraction and SLIT/ROBO signalling for dorsal repulsion^33^. The SLIT proteins are best known for their classic roles in mediating chemorepulsion through the ROBO receptors during axon guidance^34^. However, accumulating evidence indicates that the functional repertoire of SLIT proteins and ROBO also plays essential roles in neurogenesis, stem cell regulation, and organ development^35^. It has been reported that SLIT2 contributes to branching/arborisation of sensory trigeminal axons in the developing mammalian CNS^36^. Intriguingly, several groups have reported that SLIT1 is only expressed in peripheral neurons, while other SLIT family members, such as SLIT2 and its receptors ROBO1 and ROBO2 are also expressed in Schwann cells^37^, and SLIT2 functions as a repellent in cultured Schwann cells via Ras homologue gene family member A-myosin signalling pathway^38^. 

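At P0, Slit2 had a mean log2 signal of 11.59 ± 0.13 in AN and 10.29 ± 0.21 in EN, and every AN array lay above every EN array (exact permutation test, two-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). Slit3 was higher in AN by 0.72 at P0 (adjusted p = 0.273) and Robo1 by 0.01, neither of them called.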

In this study, *Slit2* mRNA expression was found to be higher in sensory nerve fibres than in motor nerve fibres at the P0 developmental stage. This is consistent with previous reports describing *Slit* expression patterns in the embryonic spinal cord. Intriguingly, this developmental characteristic changes after 1 W. The *Slit2* mRNA expression level was dramatically up-regulated in motor nerve fibres from 1 W to 5 W, so that its expression in motor nerve fibres was significantly higher than that in sensory nerve fibres at the 3 W and 5 W developmental stages. 

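In the efferent nerve fibres, Slit2 rose by 1.41 from P0 to 1 W (adjusted p = 3.35e-06), by 2.71 to 3 W (adjusted p = 1.55e-10) and by 3.14 to 5 W (adjusted p = 1.26e-11), when its mean log2 signal was 13.43 ± 0.11. In the afferent nerve fibres, it changed by 0.45 to 3 W (adjusted p = 0.0194, under a 2-fold change) and by 1.21 to 5 W (adjusted p = 2.25e-06). Slit2 was lower in AN than in EN by 0.44 at 1 W (adjusted p = 0.135), by 0.96 at 3 W (adjusted p = 0.000822) and by 0.63 at 5 W (adjusted p = 0.0159), all under a 2-fold change and not called. At 3 W the value passed 2-fold, with −1.04, when arrays were scaled to their 75th percentile or AN replicate 1 was left out, and another probe (A_55_P2639641) differed by −1.59. The AN-EN difference of Slit2 changed since P0 by −1.74 at 1 W (standard error 0.21, adjusted p = 0.00204), by −2.26 at 3 W (adjusted p = 5.91e-05) and by −1.93 at 5 W (adjusted p = 0.000216). A further probe of the gene (A_52_P3475) was above background on no array at 3 W.

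**Figure D2:**
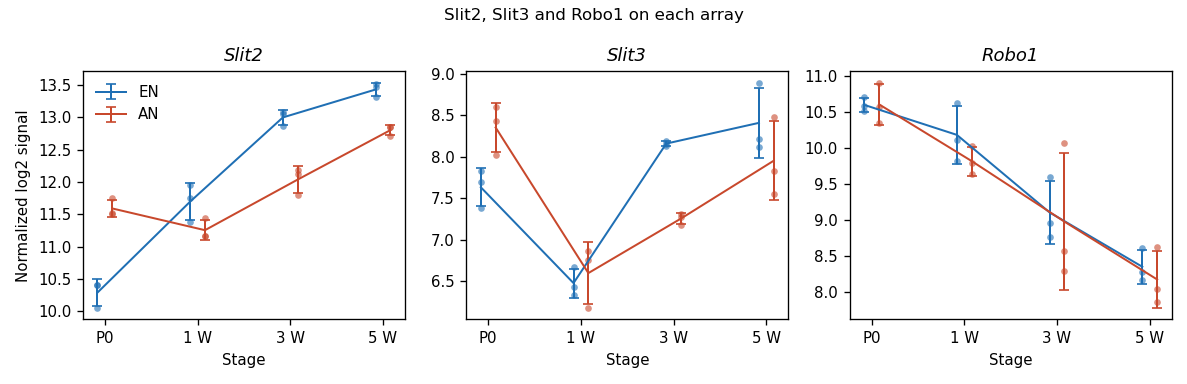
Normalized log2 signal (vertical axes) of Slit2, Slit3 and Robo1 at P0, 1 W, 3 W and 5 W (horizontal axes) in EN (blue) and AN (red). Points are arrays, lines join the means of 3 arrays and bars are the SD. The Slit2 mean in AN lies above that in EN at P0 and below it at 3 W and 5 W, and both Robo1 means fall over time.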

The differential expression patterns of SLIT proteins in efferent and afferent nerve fibres led to our speculation regarding the specific regulatory role of SLIT/ROBO signalling in motor and sensory neuronal differentiation/maturation across different developmental stages in mice.

Trans-synaptic interactions involving neuroligin-neurexin complexes are also implicated in the organization of excitatory glutamatergic and inhibitory GABAergic synapses, and play fundamental roles in the regulation of synaptic cell adhesion^39^. Recent studies have indicated that glutamate plays an essential role in sensory input transduction, especially in the nociceptive afferent signalling pathways. Peripheral neuropathic pain and the involvement of inflammatory processes could be attenuated by pharmacologic manipulation of the glutamatergic system^40^. Neurexins constitute a family of polymorphic cell-surface proteins with hundreds of alternatively spliced isoforms that are essential to the synapse architecture. Recent studies have indicated that distinct spliced isoforms of neurexins are selectively expressed in particular neurons, implying that each type of neuron may have a unique neurexin expression pattern^41^. Notably, α-neurexins are not strictly limited in their function as synaptic terminal-specific proteins but are also involved in axon-Schwann cell and perineurial fibroblast interactions^42^. In addition, contactin-associated protein (CASPR)/paranodin, which is a vertebrate homolog of neurexin IV, has been reported to localize at the paranodal region of the Ranvier nodes; CASPR/paranodin links neuronal membrane components with the axonal cytoskeletal network and Schwann cells^43^. In this study, neurexin 1 was found to be significantly differentially expressed between efferent and afferent nerve fibres in the postnatal developmental stages from 1 W to 5 W, suggesting that neurexin 1 may serve as a central hub gene involved in modulating postnatal sensory neuron development. It is noteworthy that neurexin 1 is predominantly expressed both in motor and sensory axons at P0, implying that neurexin 1 plays fundamental roles in embryonic neural development. 

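At P0, Nrxn2 had a mean log2 signal of 12.73 ± 0.53 in AN and 12.49 ± 0.29 in EN, and Nrxn3 9.77 ± 0.34 and 9.70 ± 0.11. Both probes were above background on all 6 arrays at P0, and the signals of different probes do not rank their transcripts.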

Neuroligins are thought to be necessary for maintaining synapse integrity, and function through recruitment of GABARs and ionotropic glutamate receptors. The microarray results indicated that neuroligin 1 mRNA expression level gradually decreased as motor neuron development proceeded, and that the significant differential expression between motor and sensory neurons was only detected at relatively mature stages (postnatal 3 W and 5 W). These data suggested that neuroligin 1 may follow a different modulating mechanism than its trans-synaptic partner neurexin 1 in regulating motor and sensory neuron development.

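In the efferent nerve fibres, the mean log2 signal of Nlgn1 at 1 W was 7.32 ± 0.22, a log2 fold change since P0 of −0.58 (adjusted p = 0.0394, under a 2-fold change). In the afferent nerve fibres, it changed by −0.12 at 1 W, −0.90 at 3 W (adjusted p = 0.00113) and −0.80 at 5 W (adjusted p = 0.00292), never by 2-fold. Between AN and EN, Nlgn1 differed by 0.49 at P0 (adjusted p = 0.523) and by 0.96 at 1 W (adjusted p = 0.0103). The difference at 1 W was under a 2-fold change, and it was called without AN replicate 2 or EN replicate 3.

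**Figure D3:**
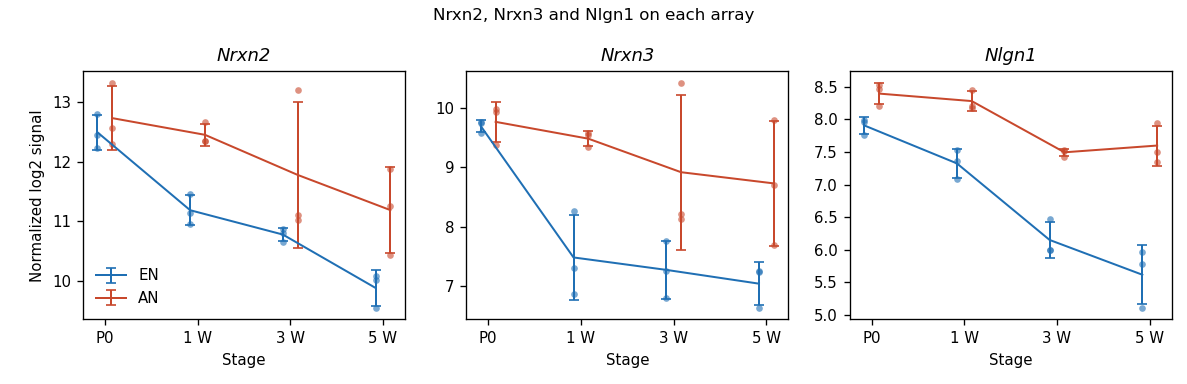
Normalized log2 signal (vertical axes) of Nrxn2, Nrxn3 and Nlgn1 at P0, 1 W, 3 W and 5 W (horizontal axes) in EN (blue) and AN (red). Points are arrays, lines join the means of 3 arrays and bars are the SD. Nlgn1 in EN falls at each step, and 1 AN array at 3 W lies far above the other 2 for both neurexins.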

The principal inhibitory neurotransmitter, GABA, is broadly distributed in both CNS and PNS. Accumulating evidence indicates that the formation of GABAergic synapses is crucial for the formation and maintenance of stereotypic neural networks during CNS development^44^. Moreover, recent evidence has confirmed that GABAergic inputs occur in the mouse embryonic spinal cord as early as at the embryonic age of 12.5 days, implying that GABAergic functions may be essential at very early developmental stages in mice^45^. The GABA-induced activities are mediated via its receptors, chloride-permeable ionotropic GABAA and GABAC receptors, as well as G-protein-coupled metabotropic GABAB receptors^46^. Interestingly, accumulating evidence demonstrates that the myelin-producing Schwann cells also express GABAA and GABAB receptors during neural development and regeneration, and that GABAA and GABAB receptors cross-interact with neuroactive steroids^47,48^ via activation of Src and phospho-focal adhesion kinase signalling^49^. The GABAB receptors are involved in myelination in Schwann cells but not in their proliferation^50^, and GABAB receptors are fundamental in regulating Schwann cell maturation and small nociceptive C-fibres^51,52^. 

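Gabrb2 fell in AN to 8.07 ± 0.27 at 1 W and 7.05 ± 1.15 at 3 W, and in EN to 5.68 ± 0.24 at 3 W. Its second probe (A_55_P2745205) changed by −0.44, −0.63 and −0.62 in AN at 1 W, 3 W and 5 W. The decrease in AN of Gabrb2 did not differ from that in EN by interaction (0.27 at 3 W and −0.60 at 5 W).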

The microarray data in this study indicated that *Gabra1* and *Gabrb2* levels were dramatically decreased in motor and sensory nerve fibres after 1 W. This was especially obvious in motor neuron development, consistent with previous reports that GABAergic activity contributes to the early stages of CNS development. Moreover, *Gabra1* and *Gabrb2* were significantly differentially expressed only at relatively early developmental time points (P0 and 1 W). 

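Between AN and EN, Gabrb2 differed by 1.37 at 3 W (adjusted p = 0.072) and was called at the unadjusted p, but by 0.71 and not called without AN replicate 3. It differed by 0.50 at 5 W (adjusted p = 0.56). The call at 3 W was lost with normexp (0.82) and with array quality weights (0.83).

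**Figure D4:**
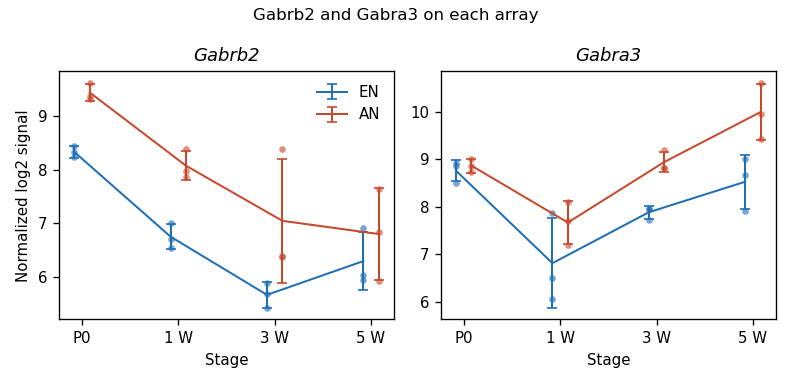
Normalized log2 signal (vertical axes) of Gabrb2 and Gabra3 at P0, 1 W, 3 W and 5 W (horizontal axes) in EN (blue) and AN (red). Points are arrays, lines join the means of 3 arrays and bars are the SD. Gabra3 rises in both nerve fibres after 1 W.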

To complicate matters more, other GABAR subtypes have been shown to be implicated in neuronal differentiation/maturation events in the following developmental windows (3 W and 5 W), further indicating that GABA and its various receptors have substantial roles in determining motor and sensory neuronal cell fate specification across development in mice.

The current findings reveal fascinating aspects of differential gene expression signatures between peripheral efferent and afferent nerve fibres at different developmental stages in mice. The precise and balanced trans-synaptic cell adhesion system is crucial for the establishment of functioning neuronal circuits. Thus, accurate reinnervation of motor and sensory original targets requires appropriate synaptic plasticity, which is needed to fine-tune neural development and regeneration. Generally, the physiological and molecular mechanisms that modulate peripheral nerve regeneration are most intensively studied in the nerve injury model. These data serve as valuable resources, and provide a new perspective regarding the possible cellular and molecular mechanisms underlying motor and sensory development. Further in-depth studies are needed to identify the hub genes and key molecular events that regulate peripheral motor and sensory neuronal cell fate determination.

## Methods

### Separation of Efferent and Afferent Nerve Fibres

C57BL/6 mice at different developmental stages (P0, 1 W, 3 W, and 5 W) were supplied by the Experimental Animal Center of Nantong University. All animal protocols were approved by the Committee of Nantong University, and were performed in accordance with the guidelines of the Administration Committee of Experimental Animals, Jiangsu Province, China.

The animals (n = 9 for each developmental time point) were sacrificed using an overdose of CO_2_ by inhalation. The lumbar vertebral canal was opened, and the spinal cord was exposed. After the spinal arachnoid was carefully peeled off under a dissecting microscope, the efferent and afferent nerve fibres arising from spinal cord segments L4–L6 were dissected and separately collected into 8 tubes containing ice-cold D-Hank’s solution (Gibco, Carlsbad, CA, USA) corresponding to the 8 groups (four time points and two types of nerve fibres). Tissues were then cut into small pieces (no larger than approximately 1 mm^3^) and transferred into liquid nitrogen, where they were stored until further processing.

### RNA Isolation and Microarray Hybridization

Samples were electronically homogenized on ice and then centrifuged at 13,200 rpm for 15 minutes at 4 °C. The resulting supernatant was collected and used in the following steps. Total RNA was isolated using mirVana RNA Isolation Kit (Ambion, Austin, TX, USA) according to the product manual. After the total RNA was purified using the RNeasy Mini Kit (Qiagen, Valencia, CA, USA; product number [p/n]: 74104), its quality was determined based on RNA integrity number (RIN) obtained using a bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Samples with RIN values ≥7 were used for further procedures.

The cDNA was labelled using Cyanine-3-CTP Quick Amp Labeling Kit (Agilent Technologies, p/n: 5190–2305). Agilent SurePrint G3 Mouse GE V2.0 (8 × 60 K, Design ID: 074809) microarrays (Agilent Technologies) were hybridized using the Agilent Gene Expression Hybridization Kit (Agilent Technologies, p/n: 5188–5242). The arrays were then scanned using an Agilent Scanner G2505C (Agilent Technologies). Agilent feature-extraction software (version 10.7.1.1) was used to analyse the microarray images and obtain raw data. Further, GeneSpring GX software (version 12.5) was used to complete the basic analysis. The raw data were normalized using the quantile algorithm. The R software (version 2.13.0) was used for deeper analysis of the microarray data. The limma (linear regression model) package was used to statistically analyse differentially expressed genes.

The microarray analysis was performed by Shanghai OEBiotech Technology Co., Ltd. (Shanghai, China). For each group, data from three independent experiments were assessed to ensure reproducibility. All data (raw and normalized data) was Minimum Information About a Microarray Experiment-compliant, and has been deposited to the National Center for Biotechnology Information database (accession number: GSE113820). Genes and pathways with *p* value < 0.05 and a mean expression fold change greater than 2 were considered statistically significant.

### Bioinformatic Analyses

#### Principal Component Analysis, Z-scores, and Hierarchical Clustering

We performed PCA using the “Population PCA” tool on the Harvard Medical School webpage. The Z-scores (standard scores) were calculated and hierarchical clustering was performed based on log2-transformed mean-centred datasets, as described previously^17^. Hierarchical clustering analysis was performed using Multi Experiment Viewer software (version 4.9). In addition, the STEM software (version 1.3.11) was used to visualize the enrichment analysis of the temporal expression profiles of differentially expressed genes.

#### Gene Ontology Analysis

The differentially expressed genes were classified using the following GO categories: Biological Processes, Cellular Components, and Molecular Functions. Database for Annotation, Visualization, and Integrated Discovery (DAVID) bioinformatic resources were used for further analysis of GO category enrichment^53^, and the expression profiles for each GO subcategory were calculated as previously described^17,23^.

#### Kyoto Encyclopedia of Genes and Genomes Pathway

The KEGG bioinformatics database was integrated with DAVID tools, and used to systematically screen differentially expressed genes, essentially as previously described^23^.

#### Ingenuity Pathway Analysis

The IPA (Ingenuity Systems; www.ingenuity.com; Redwood City, CA, USA) is an online software package used to identify canonical pathways and gene networks, and to further categorise specific physiological processes. The Ingenuity Pathway Knowledge Base was used for deep analysis of the global molecular network, and revealed interactions among the differentially expressed genes.

### Real-Time Quantitative Reverse Transcription Polymerase Chain Reaction

We performed RT-qPCR analysis of the mRNA expression levels of the differentially expressed genes identified in the microarray analysis, including *Mpz*, *Slit2*, *Unc13c*, *Ncam1*, *Nrxn1*, *Nlgn1*, *Gabrb2*, *Gabra1*, and *Npy*, to validate the microarray results. A total amount of 0.5 μg RNA from the peripheral nerve fibre samples was used as a template to perform RT-qPCR. The reverse-transcribed cDNA was synthesized using the Prime-Script Reagent Kit (Takara, Dalian, China); PCR was performed using SYBR Green Premix Ex Taq (Takara) on the StepOne Real-Time PCR System (Applied Biosystems) in triplicate for each sample. The relative mRNA level was calculated using the comparative 2^−ΔΔCt^ method (normalized to glyceraldehyde 3-phosphate dehydrogenase mRNA [*Gapdh*] levels). The sequences of the primer pairs are listed in Table S1.

### Statistical Analysis

All quantitative data are presented as mean ± standard deviation. The data were analysed using SPSS 11.5 software (Chicago, IL, USA). Statistical analysis was performed using one-way analysis of variance, followed by Scheffe’s post hoc t-tests; *p* values <0.05 were considered statistically significant.

## Electronic supplementary material

Dataset 1

Dataset 2

Dataset 3

How the deposited data were processed for this re-analysis (not part of the article)

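Gene expression was measured on 24 Agilent SurePrint G3 mouse arrays (8 × 60K) with 1 Cyanine-3 labelled sample each. The samples were efferent nerve fibres of the ventral root (EN) and afferent nerve fibres of the dorsal root (AN) at P0, 1 W, 3 W and 5 W, with 3 arrays in each of the 8 groups and replicates numbered 1 to 3. The group of every array was taken from the nerve fibre and age on its deposited label, and no array was left out. For each array, the authors deposited the fluorescence intensity of every spot as written by the Feature Extraction software. It comes as a signal that the software had background-subtracted and detrended within the array, as the mean signal of the spot and as the median of its local background, together with marks for outlier spots, saturated spots and spots well above background. The authors also deposited 1 table of 56743 probes in log2 units, which their methods describe as quantile normalized in GeneSpring, and whose 24 columns have the same quartiles.

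The background-subtracted signal was used. Of 59305 gene spots per array, those marked as outliers were left out (262 values among the tested probes), spots of the same probe were averaged, and the log2 signal of the 56605 gene probes was quantile normalized over the 24 arrays. The 36409 probes that were well above background on all 3 arrays of at least 1 group were tested. Depth on an array is signal over background. The median signal of an array was 45.4 to 191 over a local background of 23 to 46, and the lowest signal that still was well above background lay between 3.71 and 5.87 in log2 units after normalization. Below that limit of its arrays a group gives no measured fold change. Where no array of the dimmer group was above background, a lower bound was computed as the mean of the brighter group minus the mean over the dimmer arrays of the array's limit or the probe's own value, whichever was higher. Gene symbols came from a gene table of GRCm38.p6, through the accession for 32994 probes, the gene name in the files for 10224 and an older name for 523, while 12864 probes had no gene in the table. The name by accession differed from the name in the files for 1535 probes. Of the tested probes, 30055 carried 1 of 17730 symbols and 6354 had none.

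The 8 group means were fitted together with limma 3.58.1 in R 4.3.3, and variances were moderated with eBayes (16 residual degrees of freedom, 18.38 in total). All p values of single probes in the text are from this fit unless another test is named, with a spread shared by all 24 arrays. It gave AN against EN at each time point, each later time point against P0 in EN and in AN, and the interaction contrasts, which are the AN-EN difference at a time point minus that at P0. A probe was called at an unadjusted p below 0.05 with a fold change above 2. The paper's methods give these 2 thresholds without saying whether p was adjusted. Adjusted p values follow Benjamini and Hochberg over all tested probes of a comparison. The paper does not state a model formula for limma. For single values, such as the mean of a marker list, AN and EN arrays were compared by an exact permutation test, which cannot go below p = 0.1 with 3 arrays against 3.

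The genes named in the text were chosen by a rule. They are the 21 genes that the paper names from the arrays, each through its tested probe with the highest mean log2 signal over all arrays, and in each AN against EN comparison the 3 largest rises and the 3 largest falls among probes with a symbol, an adjusted p below 0.05, a fold change above 2 and no overlap between the AN and EN arrays. Probes other than the brightest were looked up where a gene has several. Marker genes quoted with a list are mostly those of highest signal.

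For the courses during development, each probe called against P0 at any time point was given to the model profile that its 4 group means correlate with most closely, out of 27 profiles selected by the rule of the STEM software with at most 2 units of change per step. The paper does not give the number of model profiles. The number 27 was taken because the rule then yields most of the paper's profile numbers, so that the presence of these profiles here is no independent result. The shapes of courses were also counted from the order of the 4 group means. Correlations between arrays, average-linkage clusters on 1 − r and principal components of probe-centred values used the tested probes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these and for the figures.

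The 17 gene families were GABAA receptor subunits, GABAergic, glutamatergic, cholinergic and dopaminergic synapse genes, ionotropic glutamate receptors, axon guidance ligands and receptors, Slit and Robo genes, hedgehog signalling genes, SNARE genes, neurexins and neuroligins, chloride channels other than GABAA receptors, connexins, receptor tyrosine kinases, presynaptic active zone genes, sterol biosynthesis genes and cell cycle genes. They were tested with 1 probe per gene by Fisher's exact test, one-sided for enrichment, and the 170 p values were adjusted together. A gene can be on several of these lists. The 12 marker lists were those of dorsal root ganglion (DRG) sensory neurons, motor neurons, spinal cord interneurons, astrocytes, oligodendrocytes, myelinating Schwann cells, immature and non-myelinating Schwann cells, melanocytes, skeletal muscle and erythroid cells, the Y-linked genes and the X-inactivation transcript Xist. A list's value on an array is the mean over its tested genes of the log2 signal centred over all arrays.

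The families, the marker lists, the rule for named genes, the tests and the alternative settings were set before the data were examined. The alternatives to quantile normalization were a shift of each array to its 75th percentile and the authors' deposited log2 table. The others were normexp background correction (offset 50) of the mean signal, no filter on dim probes, only the 26471 probes well above background on all 24 arrays, a fit of the 6 arrays of a comparison alone, replicate number as a block, slide as a block, array quality weights, an adjusted p in the rule for calls, genes counted in place of probes, the mean of all probes of a gene, 50 model profiles, and each replicate left out in turn. For profiles and any-stage counts, replicate number 1, 2 or 3 of every group was left out. The medians of gene families, the means of marker lists and the family Z-scores were computed under other normalizations only after the data had been seen, as were the means of marker lists at 3 W without AN replicate 3. Array-label splits were run for every count of called probes, with a fixed seed where 100 were drawn.

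Whether replicate numbers pair the AN and EN arrays of a time point was checked on the arrays themselves. Within a time point, the deviations of an AN and an EN array of the same number from their group means correlated across probes with r between 0.105 and 0.666 in all 12 cases, whereas between time points arrays of the same number and nerve fibre gave −0.350 to 0.383. Probes are not independent, so these r values describe similarity only. The paper does not state that the numbers pair the samples, and the AN and EN arrays of a number always shared a slide. No pairing was assumed, therefore, and replicate number as a block is given as an alternative.

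The steps were tested on simulated data. For AN against EN at 1 W, changes were added to 200 of 36161 simulated probes. The fit recovered 98.5% of them, 90% after adjustment, and called 351 unchanged ones, 4 after adjustment. With no change at all, 341 probes were called at the unadjusted threshold. These values do not give the recovery of changes near 2-fold. Nor do they give the false calls where arrays of a slide or number vary together. Of 2000 simulated courses, 97.8% were given to their own profile, and of 17 families, the one with added calls and one that shares genes with it passed the threshold.

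The quantitative PCR, the annotation terms of DAVID and KEGG and the pathway analyses of the paper were not analysed here. Table S2 was used in part, for the probes it lists in the copy at hand, and only to compare single values. The list of Z-scores per gene was used for the genes it holds.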

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

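The tests in this part were set before their results were seen, except that the values of marker lists and family medians under other normalizations, and those of marker lists without replicate 3 of AN at 3 W, were computed afterwards, as was the division of the label splits by the later time point. Probes of a gene other than the brightest were also looked up afterwards.

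The difference between AN and EN was itself tested for a change since P0, and at an adjusted p below 0.05 with a fold change above 2 it had changed for 23 probes at 1 W, 193 at 3 W and 345 at 5 W. At the unadjusted p there were 1375, 1494 and 1681. With the replicate block, the adjusted counts were 159, 673 and 1008. Exchanging AN and EN labels within the pairs of one number leaves open whether chance gives the unadjusted counts. Among the 32 splits of this kind that the 6 pairs of P0 and a later time point allow, the real one included, 7 at 1 W, 7 at 3 W and 6 at 5 W gave a count as large as the real split, and the largest counts were 2877, 3082 and 2801. All of these were among the 8 splits that keep the labels of the later time point together, which retain the whole AN-EN difference of that time point whatever happened since P0. The other 24 gave at most 625, 803 and 1026. An exchange of labels thus cannot separate a change since P0 from a difference at the later time point alone, and it does not decide on chance for the change. In 68 further splits, which do not part every pair, 7, 3 and 20 gave counts as large. The authors' normalization changed little, since their deposited log2 values gave 1384, 1487 and 1674 probes at the unadjusted p. Background correction with normexp lowered the counts more, to 736, 675 and 668. The restriction to probes above background on all 24 arrays lowered them to 604, 646 and 781. Neither setting tests what limits the counts. All arrays at 3 W lay on slide 4, which they shared only with replicate 3 of AN and EN at 5 W. Slide is the same for the AN and EN array of a number, so that only a slide effect that differs between the nerve fibres could enter. A different development of the 2 nerve fibres remains open as the biological explanation, next to a different share of other cells in the samples.

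Among the genes examined singly, 7 that were above background on at least 1 array of every group compared passed the same test. The adjusted p was also below 0.05 for Gabrg3 at 5 W (0.0399), Prss56 at 5 W (0.0296) and Serpinb1b at 3 W (0.0449), each with a group above background on no array, and stayed below it in 2, 3 and 2 of 6 alternatives. Further genes had an adjusted p below 0.05 in an alternative only. Examples at 1 W are Calca (0.385, lowest 0.0234) and Nrxn3 (0.487, lowest 0.0332), each in 1 of 7 alternatives. The AN-EN difference of Slit2 changed since P0 by −1.743 at 1 W (adjusted p = 0.00204), −2.262 at 3 W (5.91e-05) and −1.93 at 5 W (0.000216). Over the 7 alternatives with these contrasts, the 3 changes lay between −1.803 and −1.67, between −2.262 and −2.159 and between −1.975 and −1.833, all at an adjusted p below 0.05 (0.0184 at most). All AN arrays lay above all EN arrays at P0 and below them at 3 W and 5 W. The gene has 2 further tested probes. A_55_P2639641 was lower in AN at 3 W (−1.587), and at P0 it was above background on 2 AN arrays and no EN array. A_52_P3475 was higher at P0 (1.425, above background on 1 EN array) and above background on no array at 3 W, where it decides nothing. Slit3 changed by −1.623 at 3 W (adjusted p = 0.0345), between −1.624 and −1.156 over the alternatives, with an adjusted p between 0.00277 and 0.0572 that was below 0.05 in 5 of 7. Nlgn1 changed by 1.492 at 5 W (adjusted p = 0.0139), where 1 EN array was not above background. Its range over 6 alternatives was 0.669 to 1.538, below 2-fold with normexp only, and the adjusted p was below 0.05 in 4 of 6 (0.0845 at most). Ncam1 changed by 1.241 at 3 W (adjusted p = 0.00476) and 1.476 at 5 W (0.000844), between 1.227 and 1.334 and between 1.437 and 1.554 over 7 alternatives, all at an adjusted p below 0.05. Its other 4 probes were higher in AN as well, by 1.594 to 2.516 at 3 W and, for the 3 above background on EN arrays, by 1.727 to 1.986 at 5 W.

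Of the genes with the largest AN-EN differences, Sytl3 changed since P0 by 3.331 at 3 W (adjusted p = 0.000188) and 2.197 at 5 W (0.00504), and over 7 alternatives by 2.505 to 3.475 and 1.646 to 2.303. The adjusted p at 5 W was between 0.00163 and 0.127 and exceeded 0.05 in 1 of these. Vwa5b2 changed by −1.682 at 1 W (adjusted p = 0.0399, between 0.00622 and 0.0574 over 7 alternatives), −2.574 at 3 W (0.000244) and −2.519 at 5 W (0.000216). Mcf2 changed by −2.919 at 5 W (adjusted p = 0.0252, between 0.00897 and 0.046 over 6 alternatives). For Mcf2, only 2 of 3 arrays were above background in both nerve fibres at P0 and in AN at 5 W, so that the size of its change, −1.563 with normexp, depends on the treatment of background. With 1 array left out, Slit2 stayed at or below −1.613, −2.141 and −1.809 at the 3 time points and Ncam1 at or above 1.172 and 1.376. A limit set by signal over background concerns only Nlgn1 and Mcf2 here, since the other 5 genes were above background on all arrays compared. A shared slide of the AN and EN array of a number removes slide effects that act on both alike. Slide effects that differ between the nerve fibres, another mix of cells, and development of the nerve fibres themselves stay open and were not separated by a test of single genes.

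Lists of marker genes of cells that the paper does not analyse differed between AN and EN by more than 2-fold with no overlap of the 3 arrays against 3 (exact permutation p = 0.1 each, the smallest possible, and 10% by chance for a single list). The DRG sensory neuron list was higher in AN by 3.387 at 1 W (12 of 14 genes higher, 10 called) and 2.075 at 3 W (11 of 14 higher, 8 called). At P0 (0.183) and 5 W (1.006) the arrays overlapped. At 3 W the value rests largely on replicate 3 of AN, with 3.094 against −0.476 and −0.78 on replicates 1 and 2 and −1.224, −1.866 and −1.297 in EN. Without it, the difference was 0.834, below 2-fold but still with no overlap. Under the other normalizations the value at 1 W was 2.931 to 3.393. The genes with the highest signal in AN at 1 W included Calca (14.91 in AN, 9.55 in EN), Prph (14.34, 9.38), Avil (13.69, 8.36) and Scn10a (12.99, 8.05), and at 3 W Calca (12.85, 9.32) and Avil (11.8, 8.23). Against this, Pou4f1 (13.69, 14.13) did not differ at 1 W in this direction, and Nefh (15.0, 14.4) differed little. Of the 15 genes listed, 14 were tested, 12 were above background on all EN arrays at 5 W, 2 are also on the motor neuron list and none is named in the paper. Adjusted over the list alone, 10 genes were called at 1 W and 8 at 3 W, and adjusted over all probes, 10 and 2. Cell bodies of sensory neurons, which lie next to the dorsal root, are a candidate source of this signal at 1 W, and at 3 W mainly on 1 array. RNA carried in sensory axons would be a biological source, and the lists do not separate it from cell bodies. At P0 and 5 W the list does not decide.

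The motor neuron list was higher in AN by 2.002 at 1 W and 1.2 at 3 W (4 of 9 genes called at both). At 3 W replicate 3 of AN (1.787) carried most of this, against −0.36 and −0.59 on replicates 1 and 2 and −0.773, −1.188 and −0.802 in EN, and without it the difference was 0.446. With normexp it was 0.953 at 3 W with all arrays. The rise came from Isl2 (12.15 in AN, 7.09 in EN at 1 W), Calcb (9.94, 5.47), and Prph and Ret (11.22, 7.68), which are on the DRG list too. Chat (7.53, 7.9) and Slc18a3 (6.21, 6.47) were not higher in AN at 1 W, whereas Slc5a7 was above background on all AN arrays and no EN array, and Chat was higher in AN at 3 W (9.29, 8.91) and 5 W (9.09, 8.47). The cholinergic genes thus point in no single direction, and Mnx1 was not tested. Of its 10 genes, 9 were tested, 6 were above background on all EN arrays at 5 W and none is named in the paper. Adjusted over the list alone, 4 genes were called at 1 W and 2 at 3 W, and over all probes 4 and 0.

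At 5 W, 3 lists of spinal cord cells were higher in AN. These were the interneuron list, by 1.546 (8 of 9 genes higher, 4 called, and 4 both adjusted over the list alone and over all probes), the astrocyte list, by 1.262 (8 of 10 higher, 6 called, 6 and 6), and the oligodendrocyte list, by 1.032 (8 of 10 higher, 5 called, 4 and 3). With normexp the differences of the 3 lists were 0.787, 1.094 and 0.786, so that those of interneurons and oligodendrocytes were below 2-fold, as was that of oligodendrocytes with the 75th percentile shift (0.924). Gad2 was above background on all AN arrays and no EN array at 5 W, and its fitted value, which enters the interneuron mean, has no measured size. The AN and EN levels at 5 W were 10.68 and 7.73 for Slc32a1, 15.57 and 14.63 for Aldoc, 12.09 and 9.7 for Gfap, 13.89 and 14.24 for Aldh1l1, 16.87 and 16.05 for Cnp, 15.23 and 13.08 for Ermn and 9.5 and 6.63 for Olig1. Spinal cord tissue at the dorsal root entry predicts that all 3 lists are higher in AN. The lowest of the 3 was 1.032 at 5 W and 0.366 at 3 W, each with no overlap of the arrays, which is consistent with such tissue at both ages. At 1 W, the lowest, that of interneurons, was 0.349 and overlapped, and at P0 the lowest, that of oligodendrocytes, was −0.221, so that neither time point decides. Many of these genes were expressed in EN too. Above background on all 3 EN arrays at 5 W were 4 of 9 interneuron, 10 of 10 astrocyte and 8 of 10 oligodendrocyte genes. No gene of these lists is on another list or named in the paper.

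The list of immature and non-myelinating Schwann cells was higher in AN by 1.242 at 1 W (9 of 10 genes higher, 5 called), 1.634 at 3 W (10 higher, 8 called) and 1.513 at 5 W (10 higher, 8 called), and by 0.482 at P0. Across the other normalizations, 3 W gave 1.495 to 1.65. At 5 W the levels in AN and EN were 12.78 and 10.47 for Chl1, 12.59 and 11.5 for Cdh2, 12.55 and 10.44 for Ncam1 and 10.29 and 8.45 for Gap43. Adjusted over the list alone, 5, 8 and 8 genes were called, and adjusted over all probes 5, 8 and 7. All 10 genes were above background on all EN arrays at 5 W, and Ncam1 is named in the paper. A larger share of non-myelinating Schwann cells in the dorsal root would be a biological explanation. If sensory neurons make some of these genes as well, the RNA that may raise the DRG list (3.387 at 1 W) stays open as a source. At 5 W the immature list was higher in AN without overlap whereas the DRG list overlapped (1.006), which argues against sensory neurons as the whole source at that age.

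Sterol biosynthesis genes, which the paper does not discuss, were lower in AN at P0. Of 19 genes, 6 were called, all lower (adjusted p of the family = 1.07e-06, 6 when adjusted over the list alone and 4 over all probes). The median log2 fold change was −0.8428, and −0.9041, −0.8418 and −0.8426 with the 75th percentile shift, normexp and the deposited values. The adjusted p of the family was between 3.83e-10 and 1.87e-05 over the alternatives that keep all arrays, but with 1 array left out between 1.05e-10 and 0.374. Without EN replicate 1 at P0, at 0.374, the family was not enriched. After P0 the same genes rose in both nerve fibres, with 18 of 19 called in EN (adjusted p = 1.41e-12) and 19 of 19 in AN (3.13e-17) at 1 W. The list of myelinating Schwann cells was lower in AN at P0 as well (−0.889, all 14 genes lower, 6 called). The similar medians argue against normalization as the cause. Since the enrichment rests on 1 array, a property of that sample stays open beside a later start of myelination in the dorsal root, a candidate explanation that was not tested.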

How the results depend on the processing

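Of the results here, only the medians of gene families, the means of marker lists and the Z-scores under other normalizations were computed after the data had been seen. A count is said to move when it is more than 1.5 times higher or lower, and a share or mean when it moves by more than the spread between replicates.

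Of 423 values of counts, variance shares and mean correlations under the alternatives, 335 stayed within these limits. None of these values, where computed, was moved by the 75th percentile shift, the authors' deposited log2 values or the fit of 6 arrays alone. Array quality weights, the replicate block and slide as a block moved none of them either. The interaction counts after adjustment under the replicate block are given above and are not among these values. They rose beyond the limits. Also outside these values, the count of changes in the AN-EN difference from 1 W to 3 W did so with array quality weights. Over the settings that did not move it, the count between AN and EN ranged from 341 to 452 at P0, 1782 to 2290 at 1 W, 1745 to 2617 at 3 W and 1724 to 2594 at 5 W. Against P0 these ranges in EN were 4361 to 6127 at 1 W, 9588 to 13667 at 3 W and 10654 to 13299 at 5 W, and in AN 3127 to 4737, 8920 to 12466 and 10062 to 12250. With the replicate block, 441, 1865, 2227 and 2173 probes were called between AN and EN at the 4 time points, and 1607, 1857 and 2057 in the interactions. Among the named genes, the replicate block added the calls of Gabra2 between AN and EN at 5 W and of Gabra2 in EN at 1 W and changed no other call between groups, and in the interactions of these genes it added 7 calls and lost 2. The mean correlations between arrays and the shares of principal components 2 and 3 moved under no setting run.

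Background correction with normexp lowered the counts between AN and EN to 126, 1015, 1024 and 846 at P0, 1 W, 3 W and 5 W, those in EN against P0 to 2458, 6745 and 6934, those in AN to 1665, 5962 and 6505, and the interactions to 736, 675 and 668. The probes called at any stage fell to 8501 in EN and 8002 in AN, profile 26 to 1285 and 932, profile 12 to 447 and 518, and in AN profile 23 to 2357 and profile 0 to 765. The offset of normexp shrinks the fold changes of dim probes by construction. The share of the lowering that this explains was not tested.

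When only probes well above background on all 24 arrays were used, fewer were tested (26471 in place of 36409), and the counts were 158, 781, 880 and 833 between AN and EN, 2405, 6515 and 6516 in EN, 1948, 6219 and 6436 in AN and 604, 646 and 781 in the interactions. Any-stage counts were 8185 in EN and 8131 in AN. Profiles 26, 23, 0 and 12 held 1394, 2130, 802 and 565 probes in EN and 1069, 2275, 736 and 612 in AN, and profile 4 held 1954 in EN. Of the 170 family tests, 28 passed an adjusted p of 0.05, against 53. The filter takes out probes that are dim in 1 group, which by construction are many of those with large changes. The lower counts are therefore no test of what limits them. Genes without a probe above this filter have no value under it.

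With genes in place of probes, there are fewer units to count, and 211, 1127, 1197 and 1131 were called between AN and EN, 2612, 5493 and 5543 in EN and 1839, 4980 and 5208 in AN. Any-stage counts were 6809 in EN and 6529 in AN. Profiles 26, 23, 4, 0 and 12 held 1178, 1762, 1462, 673 and 332 genes in EN and 987, 1849, 1570, 442 and 366 in AN. With an adjusted p in the rule, a stricter threshold by construction, the counts between AN and EN were 119, 1018, 1140 and 1217, and the interactions 23, 193 and 345, while the counts against P0 did not move. With 50 model profiles, among which the probes are divided more finely, profiles 23, 4, 0 and 12 held 1855, 1840, 676 and 551 probes in EN and 1962, 2046, 684 and 614 in AN, and profile 26 held 1310 in AN. Without the filter on dim probes, 868 probes were called at P0, profile 0 in AN held 1839, and the first principal component held 41.232% of the variance. For these 3 values the cause was not tested.

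With 1 array left out at a time, a remaining pair or single array is assumed to vary like the other groups. Of the counts listed in this paragraph, only that between AN and EN at P0 moved. It ranged from 396 to 747, the latter without P0 AN replicate 1, and the cause was not tested. The other counts between AN and EN ranged from 1573 to 2109, 1551 to 2605 and 1769 to 2691, those in EN from 4417 to 5758, 10793 to 11521 and 10694 to 11755, those in AN from 3126 to 4187, 9793 to 11431 and 9760 to 11372, and the interactions from 1094 to 1667, 1228 to 2044 and 1431 to 2264. The number of family tests past 0.05 ranged from 46 to 55.

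Named genes gave 3651 values under the alternatives, of which 3462 kept their direction and their side of the threshold, 69 passed it newly and 119 no longer did. Normexp lost 20 calls and added 1, slide as a block lost 16 and added 3, and the mean of all probes of a gene lost 21 and added 21. Array quality weights lost 3 and added 8, the 75th percentile shift 3 and 5, the fit of 6 arrays 3 and 1, and leaving out 1 array 52 and 28. The deposited values changed no call. Gabra4 from P0 to 3 W in AN reversed with slide as a block, to 0.114, far from the threshold, and the cause was not tested. Of 2220 values of the interactions of named genes, 2080 did not change, 48 passed newly and 91 no longer did, of which normexp accounts for 26 and leaving out 1 array for 61. The interaction of Prss56 at 1 W, which was near 0, became −1.603 with normexp, and the cause was not tested.

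For single families there were 2550 values, of which 2354 stayed on their side of an adjusted p of 0.05, 68 passed newly and 128 no longer did. Probes above background on all arrays lost 26 and added 1, normexp lost 14 and added 9, no filter lost 6 and added 12, and leaving out 1 array lost 56 and added 32. The enrichment of GABAA receptor subunits at P0 (0.0437) ranged from 0.0036 to 1.0 over the settings and from 0.0464 to 1.0 with 1 array left out. Of 360 values of marker lists, 18 moved, 15 of them with normexp and 3 with the 75th percentile shift. Of 784 shapes, family medians and Z-scores, 42 moved, 37 of them with normexp. The median change of the hedgehog genes from P0 to 1 W in AN reversed with the 75th percentile shift, to 0.0141, an alternative chosen after seeing the data. All genes tested had a median change of 0.0587 from P0 to 5 W in EN and of 0.1016 with this shift, the largest median of all genes under any normalization run.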

Differences from the paper's values

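No test in this part was chosen after its result was seen, and the alternatives named are those set before the data were examined. Probes of a gene other than the brightest were looked up afterwards. Counts here are of probes with the unadjusted p below 0.05 and a fold change above 2. The paper gives both thresholds and speaks of genes, but does not say whether p was adjusted or whether a gene with several probes was counted once, and its values in this paragraph and the next were read by eye from Fig. 2A. At P0, 403 probes were called between AN and EN here, against about 180 in the paper (Fig. 2A, read by eye). The alternatives whose count did not differ from the paper's by more than 1.5 times were normexp (126), probes above background on all 24 arrays (158) and genes counted in place of probes (211). The 75th percentile shift (341), the deposited log2 values (407), no filter (868), the fit of 6 arrays (344), the replicate block (441), slide as a block (432), array quality weights (452), the adjusted p (119) and each array left out (396 to 747) did. Of these probes, 123 were higher in AN, against about 40 in the paper (Fig. 2A, read by eye), where only normexp (27) came within that range, and 280 were lower, against about 140 (Fig. 2A, read by eye), where normexp (99), probes above background on all arrays (132) and genes counted (149) did. All other alternatives, those with 1 array left out included, differed.

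At 3 W, 2059 probes were called here, against about 920 in the paper (Fig. 2A, read by eye), and 1523 were higher in AN, against about 540 (Fig. 2A, read by eye). The total did not differ with normexp (1024), probes above background on all 24 arrays (880), the adjusted p (1140) and genes counted (1197), and the number higher in AN only with probes above background on all arrays (641). At 5 W, 2040 probes were called, against about 860 in the paper, 1544 were higher, against about 530, and 496 were lower, against about 330 (Fig. 2A, read by eye). The total did not differ with normexp (846), probes above background on all arrays (833), the adjusted p (1217) and genes counted (1131), and the number higher in AN with normexp (672) and probes above background on all arrays (622). The number lower in AN did not differ with the 75th percentile shift (464), the fit of 6 arrays (443), array quality weights (457), the adjusted p (303) and genes counted (276). The other alternatives, those with 1 array left out included, differed in each case.

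The paper places the largest number of differences between the nerve fibres at 1 W and describes a decline until 5 W. Here the count was 1783 at 1 W, 2059 at 3 W and 2040 at 5 W. It was largest at 1 W in the fit of 6 arrays alone (1782, 1745, 1724), with array quality weights (2009, 1853, 1883) and without 1 W EN replicate 3 (2109 at 1 W). With array quality weights it rose again from 3 W to 5 W, and in the other 2 cases it declined through both steps. The paper also places the largest number of changes since P0 at 3 W in both nerve fibres. In AN, 10485 probes were called at 3 W and 10540 at 5 W. The order was the paper's with the 75th percentile shift (10314, 10232), no filter (12466, 12250), the fit of 6 arrays (10356, 10254), array quality weights (11572, 10404), and without P0 AN replicate 2 (10721, 10635), 3 W AN replicate 3 (11431 at 3 W) or 5 W AN replicate 3 (9760 at 5 W), and with the adjusted p both counts were 10146. Of the courses during development, the paper gives the larger share to a fall followed by a rise, whereas here 20.0% in EN and 21.5% in AN had this shape and 25.7% and 24.1% the opposite one. In AN, the fall followed by a rise had the larger share with the 75th percentile shift (26.0% against 20.9%), normexp (20.6% against 20.3%), probes above background on all 24 arrays (22.0% against 20.5%) and without replicate 1 (23.5% against 22.4%) or replicate 2 (21.2% against 19.5%). From its Z-score curves, the paper describes GABAergic synapse genes as similar in both nerve fibres and dopaminergic ones as different. From P0 to 5 W, the mean Z-score of the former changed here by −1.22 in EN and −0.29 in AN, and of the latter by 1.14 and 1.26, differences that were not tested. In the shape of the course, the AN and EN means over the 4 time points correlated for both, with r = 0.8551 and 0.9759. The paper averaged differentially expressed genes, whereas all tested genes were averaged here, with only 6 dopaminergic ones. These values therefore do not decide on the paper's curves.

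Of 62 statements of the paper about single genes in these comparisons, 43 were met at the same thresholds by the brightest tested probe and 19 were not, of which 11 were met under another setting. Some of the 19 are given here. Gabra2 is stated to differ during development, and at 5 W it was called (1.03 in the fit of all groups) only with the replicate block or slide as a block (1.029 each), with the mean of all probes (2.379), without 5 W AN replicate 1 (1.415) and without 5 W EN replicate 3 (1.716), as were its other 3 probes. Its brightest probe was not called at P0 (0.313) or 3 W (0.236) either, which the 62 statements leave out, and the other 3 were called at 3 W. At both time points 2 of these 3 were above background on no EN array. Slit2 is stated to be lower in AN at 3 W and 5 W, and the paper also reports a reversal after P0 by RT-qPCR. On the arrays Slit2 was lower in AN too, with −0.961 (adjusted p from limma 0.000822) and −0.628 (0.0159). The statement counts as not met only because both values fell short of 2-fold. At 3 W it passed with the 75th percentile shift (−1.035), without AN replicate 1 (−1.038) or 2 (−1.004) and without EN replicate 2 (−1.028), and at probe A_55_P2639641 (−1.587). No setting called it at 5 W. Gabrb2 is stated to differ only at P0 and 1 W and was called at 3 W (1.372), but not with normexp (0.815), array quality weights (0.825), the mean of all probes (0.539) or without 3 W AN replicate 3 (0.707).

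Within EN, the paper has Gabra4 and Gabra5 lower from 3 W to 5 W. Gabra5 changed by −0.618 at 3 W and −0.807 at 5 W and was called at 3 W with slide as a block (−1.064), at both with the mean of all probes (−2.127 and −2.16) and at probe A_55_P2806920. Gabra4 changed by −1.6 at 5 W and was called without 5 W EN replicate 2 (−2.447), with the mean of all probes (−2.807) and at probe A_51_P393124, which was above background on no EN array at 5 W. Nlgn1, which the paper describes as falling gradually, did fall at each step, by −0.582 at 1 W, −1.756 at 3 W and −2.289 at 5 W against P0. Its change at 1 W was under 2-fold and called under no setting, although the paper's wording names no fold change. Within AN at 1 W, the paper has Slit2 and Robo1 lower, and these changed by −0.336 and −0.791 and were called under no setting, although probe A_52_P3475 of Slit2, above background on 1 AN array at 1 W, and probe A_55_P2735295 of Robo1 were. Nrxn3 is stated to be lower in AN and changed by −0.849 at 3 W, called with array quality weights (−1.447) and without 3 W AN replicate 3 (−1.603), and by −1.037 at 5 W, called without 5 W AN replicate 2 (−1.569), and at both time points at probe A_55_P2105406. Nlgn3 changed by −0.628 at 5 W and was called at probe A_51_P456816 alone.

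Of 36 statements on families of genes, 21 were met and 15 were not. The families here only stand in for the paper's annotation terms, which hold other genes. Axon guidance is stated to differ at all time points, and was not enriched at 1 W (adjusted p = 0.414, between 0.305 and 0.491 over the alternatives with all arrays) or 3 W (0.179, between 0.0264 and 0.526). At 3 W it was enriched with the 75th percentile shift (0.035), normexp (0.0264) and without AN replicate 1 (0.0191). Chloride transport, stated for all time points, was not enriched in chloride channels other than GABAA receptors at P0 and 1 W (1.0 each), 3 W (0.655) or 5 W (0.131, between 0.0468 and 0.283), except at 5 W with the adjusted p (0.0468) and without EN replicate 3 (0.0475). This list leaves out the GABAA receptor subunits, which the paper describes as chloride-permeable. Their own adjusted p from P0 to 5 W was 0.0437, 1.07e-06, 1.38e-06 and 1.09e-05. The list without them is therefore no test of the paper's whole term. Roundabout signalling is stated to differ at P0, and the Slit and Robo genes had 0.17, or 0.0174 without EN replicate 3. Ionotropic glutamate receptors at 1 W had 0.0599 (between 0.00368 and 0.596), and passed with array quality weights (0.00368), the adjusted p (0.0182), normexp (0.0188), the replicate block (0.0197), no filter (0.0397), and without AN replicate 3 (0.0165), EN replicate 1 (0.0445) or EN replicate 3 (0.00473). Not enriched under any setting were receptor tyrosine kinases at 1 W (0.347), hedgehog genes at P0 (1.0), SNARE genes at 1 W (0.839) and dopaminergic synapse genes at 3 W between AN and EN (0.515), at 1 W in EN (0.799) and at 5 W in AN (0.746). Glutamatergic synapse genes, stated to change in AN from 3 W on, had 0.494 there (between 0.0361 and 0.679) and passed with array quality weights (0.0361).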

Other observations

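The tests in this part were set before their results were seen, apart from the marker list values under other normalizations and without replicate 3 of AN at 3 W, and the correlation of Xist at P0 and 1 W alone, which were computed afterwards.

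In EN, more probes were called since P0 at 3 W (11455) than at 5 W (11212). If the slides explain this order, it turns round with slide as a block, and it did so, with 9588 probes at 3 W and 10654 at 5 W. Above 2-fold without a test were 11864 and 11706 probes, and with slide as a block 10799 and 11103, so that the order of the changes themselves turned round too. The precision also shifted, since the median standard error was 0.2347 at both time points and with slide as a block 0.2707 at 3 W and 0.2038 at 5 W. A slide or scan batch effect therefore stays possible as a source of the larger count at 3 W.

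Replicate 3 of AN at 3 W stood apart from replicates 1 and 2, with 2858 probes more than 2-fold higher and 805 lower than their mean, against 903 probes more than 2-fold apart between replicates 1 and 2. It had an array quality weight of 0.226. If cell bodies of sensory neurons were the source, its DRG sensory neuron list should be higher, and this list was 3.722 above the mean of the other 2 arrays (3.094 against −0.476 and −0.78), with 13 of 14 genes above both. If spinal cord tissue were the source, all 3 spinal cord lists should be higher, but the lowest of them, that of interneurons, was −0.052 and the astrocyte and oligodendrocyte lists differed by 0.069 and 0.043, which argues against such tissue. The motor neuron list, which shares genes with the DRG list, was higher by 2.262, the skeletal muscle list by 1.991, with 1.857 on replicate 1 as well, and the list of immature and non-myelinating Schwann cells by 0.628, and that of myelinating Schwann cells was −0.261. Sensory cell bodies are a candidate source of what sets this 1 array apart, which has no replicate.

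GABAA receptor subunits fell in EN after P0, and less spinal cord tissue in the older ventral root samples could lower them. It predicts a fall of all 3 spinal cord lists in EN from P0 to 1 W. The interneuron list (−1.757) and the astrocyte list (−0.793) fell without overlap of the 3 arrays against 3 (exact permutation p = 0.1 each, the smallest possible), whereas the oligodendrocyte list changed by 0.578 with overlap (p = 0.2). The prediction held for 2 of the 3 lists, and the explanation stays open. The DRG sensory neuron list fell in EN over this interval as well, from 1.07, 1.217 and 1.376 to −1.962, −1.521 and −0.793. The 3 spinal cord lists do not test sensory neurons as a source, which stays open too.

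Arrays of AN and EN with the same number could come from the same mice. Sex then makes the signal of Xist minus that of 4 Y-linked genes deviate from the mean of its time point alike in both. Over the 12 pairs the deviations were correlated (r = 0.8523, permutation p = 0.00022 from 100000 resamples, and Spearman's coefficient 0.8811, p = 0.00032). Without the 2 farthest pairs, r was 0.7209. Xist was not above background on 5 arrays at 3 W and 3 at 5 W, so that its deviations there are not fully measured, and those of replicate 2 at 3 W had opposite signs (1.395 in AN, −0.84 in EN). Over the 6 pairs at P0 and 1 W, where it was above background on every array, r was 0.9645 (exact permutation p = 0.00278). Each pair also lay on 1 slide, which the test over all pairs does not separate from the mice. At P0, however, replicates 2 and 3 shared slide 3. Their deviations were −0.336 in AN and −0.55 in EN for replicate 2, against 0.894 and 1.255 for replicate 3. For these pairs alone, this argues against the slide as the source. Pairs made from the same mice are a candidate explanation of the correlation.

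Exchanging labels gives too few splits to exclude chance for the counts between AN and EN. Of 4 splits that part all pairs of one number, only the real one gave a count as large at each time point, and the next largest were 153 at P0, 147 at 1 W, 320 at 3 W and 816 at 5 W. Of the 6 other splits, 2 at P0 gave as many probes or more (at most 732) and 1 at 5 W did (2220), and none at 1 W (797) or 3 W (563). For the changes since P0, the real split was the largest of 10 in each comparison, and the next largest gave 1382, 427 and 1432 probes in EN and 1235, 2486 and 2373 in AN at 1 W, 3 W and 5 W. At 1 W and 5 W the next largest was in both nerve fibres the split by slide.

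The remaining marker lists had the following values of AN minus EN at P0, 1 W, 3 W and 5 W. Myelinating Schwann cell markers (14 genes) had −0.313 at 1 W, −0.241 at 3 W and 0.01 at 5 W, the last with the other sign (−0.16) under the 75th percentile shift, and they rose since P0 by 1.623 in EN and 2.198 in AN at 1 W. Melanocyte markers (7 genes tested) had −0.136, 0.277, 0.304 and 0.274. Skeletal muscle markers (10 genes) had −1.178, −0.591, 1.157 and −0.207, all with overlap of the arrays (0.494 at 3 W without replicate 3 of AN), and in EN they fell by 2.992 from P0 to 1 W. Erythroid markers (8 genes tested) had −0.103, −0.204, −0.865 and −0.877, without overlap at 3 W and 5 W. Y-linked genes (4) had −0.047, −0.109, −0.024 and −0.07, all with overlap, and Xist 0.086, −0.375 and −0.031 at P0, 1 W and 5 W, with overlap as well. From P0 to 3 W, Xist fell from above background on all arrays to no EN array and 1 AN array above it, so that no size is given. The spinal cord lists not given elsewhere had 0.117 at P0 and 0.733 at 3 W for interneurons, 0.163, 0.938 and 0.65 up to 3 W for astrocytes, and 0.541 at 1 W for oligodendrocytes, and the motor neuron list had 0.127 at P0 and 0.487 at 5 W. Since P0, the DRG list changed by −2.647, −2.683 and −2.88 in EN and by 0.557, −0.792 and −2.057 in AN.

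Connexins, cell cycle genes and sterol biosynthesis genes were tested as families that the paper does not discuss. Of 14 connexins, 1, 3, 2 and 2 were called between AN and EN from P0 to 5 W (adjusted p = 0.282, 0.131, 0.391 and 0.365), and since P0, 9 in EN at 5 W (0.0377), 5 in AN at 1 W (0.0372) and 9 in AN at 5 W (0.0309). These 3 exceeded 0.05 under some alternatives, at up to 0.107, 0.125 and 0.334, and with 1 array left out at up to 0.114 (5 W EN replicate 1), 0.156 (P0 AN replicate 2) and 0.0878 (P0 AN replicate 2). At P0, the connexins fell to 0.0437 with the replicate block and to 0.00445 without P0 EN replicate 3. None of 20 cell cycle genes was called between AN and EN, although without 3 W AN replicate 3 the adjusted p at 3 W was 0.0494. Since P0, 2, 19 and 18 were lower in EN (adjusted p = 0.991, 7.19e-08 and 1.16e-06) and 8, 20 and 20 in AN (0.00299, 3.86e-10 and 7.58e-10). In AN at 1 W, the value was 0.107 with the 75th percentile shift, and without P0 AN replicate 2 or 1 W AN replicate 1 it also exceeded 0.05, at up to 0.235. Of 19 sterol biosynthesis genes, 15 and 14 were higher than at P0 in EN at 3 W and 5 W (adjusted p = 0.000168 and 0.00111) and 15 and 16 in AN (4.89e-05 and 1.09e-05).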
